# Jarid2 Methylation via the PRC2 Complex Regulates H3K27me3 Deposition during Cell Differentiation

**DOI:** 10.1016/j.molcel.2014.12.020

**Published:** 2015-03-05

**Authors:** Serena Sanulli, Neil Justin, Aurélie Teissandier, Katia Ancelin, Manuela Portoso, Matthieu Caron, Audrey Michaud, Berangère Lombard, Simao T. da Rocha, John Offer, Damarys Loew, Nicolas Servant, Michel Wassef, Fabienne Burlina, Steve J. Gamblin, Edith Heard, Raphaël Margueron

## Abstract

Polycomb Group (PcG) proteins maintain transcriptional repression throughout development, mostly by regulating chromatin structure. Polycomb Repressive Complex 2 (PRC2), a component of the Polycomb machinery, is responsible for the methylation of histone H3 lysine 27 (H3K27me2/3). Jarid2 was previously identified as a cofactor of PRC2, regulating PRC2 targeting to chromatin and its enzymatic activity. Deletion of Jarid2 leads to impaired orchestration of gene expression during cell lineage commitment. Here, we reveal an unexpected crosstalk between Jarid2 and PRC2, with Jarid2 being methylated by PRC2. This modification is recognized by the Eed core component of PRC2 and triggers an allosteric activation of PRC2’s enzymatic activity. We show that Jarid2 methylation is important to promote PRC2 activity at a locus devoid of H3K27me3 and for the correct deposition of this mark during cell differentiation. Our results uncover a regulation loop where Jarid2 methylation fine-tunes PRC2 activity depending on the chromatin context.

## Highlights

• PRC2 methylates Jarid2 on K116
• Jarid2 methylation promotes PRC2 activity
• H3K27me3 and Jarid2-K116me3 bind to the aromatic cage of Eed
• Jarid2 methylation regulates H3K27me3 deposition during ESC differentiation

## Introduction

Appropriate gene expression patterns in distinct cell lineages need to be set during embryogenesis and perpetuated during the lifespan of an organism. Polycomb group (PcG) proteins are known to take part in the maintenance of gene repression mostly through chromatin regulation (Margueron and Reinberg, 2011). Polycomb Repressive Complex 2 (PRC2), a key component of the Polycomb machinery, is composed of four core components: the catalytic subunit Ezh1/2, Suz12, Eed, and RbAp46/48. PRC2 is responsible for the di- and tri-methylation of histone H3 at lysine 27 (H3K27me2/3), a histone mark that correlates with silent or poorly transcribed genomic regions (Simon and Kingston, 2013). In addition to the core components of PRC2, several cofactors were shown to interact with this complex and to modulate both its binding to chromatin and its enzymatic activity (Margueron and Reinberg, 2011).

The molecular mechanisms responsible for PRC2 recruitment to chromatin are still unclear. Two models have been proposed (Klose et al., 2013; Voigt et al., 2013). A first “instructive” model proposes that PRC2 recruitment relies either on transcription factors (TFs) or on long non-coding RNAs (lncRNAs). Several studies support this hypothesis, with the examples of the lncRNAs Xist (Maenner et al., 2010; Zhao et al., 2008), HOTAIR (Rinn et al., 2007), or Kcnq1ot1 (Pandey et al., 2008; Redrup et al., 2009) and of TFs such as YY1 (Palacios et al., 2010; Woo et al., 2010, 2013) or Snail (Herranz et al., 2008). However, the nature and the relevance of the interactions between PRC2 and lncRNAs or TFs are not yet clear (Brockdorff, 2013).

A second “responsive” model relies on the observation that chromatin structure modulates PRC2 recruitment and functions. Several studies have shown that PRC2 activity is regulated by marks already present on chromatin. For example, the H3K4me3 and H3K36me3 marks associated to active transcription are reported to prevent the methylation of H3K27 by PRC2 when present on the same histone tail (Schmitges et al., 2011; Voigt et al., 2012; Yuan et al., 2011). In contrast, PRC2 enzymatic activity is stimulated by H3K27me3 via specific interactions between the methylated lysine 27 and the aromatic cage of Eed (Margueron et al., 2009) and by H2A ubiquitination (H2AUb) through a less defined molecular mechanism (Blackledge et al., 2014; Cooper et al., 2014; Kalb et al., 2014).

Other chromatin features have also been shown to impact PRC2/chromatin interaction such as DNA methylation (Bartke et al., 2010) and nucleosome density (Simon and Kingston, 2013; Yuan et al., 2012). In addition, PRC2 cofactors actively contribute to “sensing” chromatin structure. For instance, the PCL proteins were recently reported to recognize H3K36me3 (Brien et al., 2012; Cai et al., 2013; Musselman et al., 2012; Qin et al., 2013) and both the cofactors Aebp2 and Jarid2 have putative DNA binding domains (Kim et al., 2004, 2009). Of note, transcription can modulate PRC2 function not only through its impact on chromatin but also through PRC2 interaction with nascent RNA transcripts (Davidovich et al., 2013; Kaneko et al., 2013; Kanhere et al., 2010).

Jarid2, a member of the *Jumonji* family of proteins (Klose et al., 2006), is a developmental regulator, which is necessary for proper mouse development and embryonic stem cell (ESC) differentiation (Landeira and Fisher, 2011). However, unlike other members of the *Jumonji* family of proteins, Jarid2 has no histone demethylase activity. Previous studies showed that it interacts with PRC2 complex (Landeira et al., 2010; Li et al., 2010; Pasini et al., 2010; Peng et al., 2009; Shen et al., 2009). PRC2 and Jarid2 mostly co-localize at chromatin in ESC (Landeira et al., 2010; Li et al., 2010; Pasini et al., 2010; Peng et al., 2009; Shen et al., 2009) and Jarid2 depletion reduces PRC2 enrichment at chromatin, leading to the hypothesis that Jarid2 may act to recruit PRC2 (Pasini et al., 2010). In support of this, we recently demonstrated that Jarid2 has a nucleosome-binding domain that stabilizes PRC2 binding to chromatin (Son et al., 2013), interaction that could be modulated by lncRNAs (Kaneko et al., 2014). Notably, reduced occupancy of PRC2 at chromatin in the absence of Jarid2 does not translate into substantial decrease of H3K27me3 enrichment, suggesting that Jarid2 could constrain PRC2 enzymatic activity. However, several studies have now shown that Jarid2 positively regulates PRC2 activity (Li et al., 2010; Son et al., 2013; Zhang et al., 2011). Overall, although there is a consensus on the importance of Jarid2 as regulator of PRC2, how exactly it modulates PRC2 and H3K27me3 deposition is far from clear.

In this study, we investigate the interplay between Jarid2 and PRC2 and explore how this cofactor regulates H3K27me3 deposition and PRC2 function. We show that Jarid2 is a substrate for PRC2 and we characterize Jarid2 methylation in relation to PRC2 activity by a combination of biochemical, genomic, and in vivo approaches. Our study reveals that Jarid2 methylation participates in a unique regulatory mechanism controlling PRC2 catalytic activity and is required for the proper deposition of H3K27me3 during cell differentiation.

## Results

### PRC2 Methylates Jarid2 at K116 In Vitro

The function of PRC2 in maintaining gene silencing is thought to mostly rely on its methyltransferase activity toward H3K27. Hence, in vivo mutation of H3K27 to arginine leads to the same phenotypes as deletion of PRC2 components (Pengelly et al., 2013). By performing Lysine Methyl-Transferase (KMT) assays in vitro with PRC2 and Jarid2, we observed that Jarid2 is methylated by PRC2 both when this complex is reconstituted around Ezh2 or Ezh1 (Figure S1A).

We produced different Jarid2 recombinant fragments (Figure 1A) that we used as substrates for in vitro KMT assays and we identified the main methylation site within Jarid2 1-232 N-terminal fragment (Figure 1B). Since the methylation is abrogated in the absence of amino acids (aa) 108 to 119 (Figure 1C) and thanks to mass spectrometry analysis, we identified that K116 is methylated in vitro (Figures 1D and S1B). Under the assay conditions, PRC2 catalyzed the mono- and di-methylation of Jarid2. We confirmed that Jarid2-K116 is the main target of PRC2 by generating a point mutation of K116 to alanine (K116A) in Jarid2 fragments or in the full-length protein (Figure 1E). Of note, we could detect the existence of a second minor site of methylation within the C-terminal of Jarid2, which represents about 20% of Jarid2 methylation signal (Figure 1B, fragment 3, Figure 1E). Since we could not confirm its existence in vivo (data not shown), we focused hereafter exclusively on the role of Jarid2-K116 methylation.

Given the conservation of the Polycomb machinery throughout evolution, we asked to what extent the K116 residue is conserved between different species. Strikingly, all the organisms expressing a homolog of Jarid2 that we analyzed harbored an identical stretch of seven amino acids centered on the methylated lysine (Figure 1F). In addition, PRC2 reconstituted with components from *Drosophila* was able to methylate a fragment of dJarid2 (formerly dJmJ) containing this conserved aa stretch surrounding the K46 residue (Figures S1C and S1D).

Our results therefore demonstrate that an evolutionary conserved lysine localized within the N terminus of Jarid2 is methylated in vitro by PRC2.

### Jarid2 Di- and Tri-Methylation Occurs In Vivo

To test whether Jarid2 is methylated in vivo, we generated antibodies recognizing both Jarid2 di-methylated and tri-methylated at K116 (Jarid2-K116me2 and Jarid2-K116me3). We verified the specificity of these antibodies by dot blot on peptides and by western blot on in vitro methylated recombinant proteins (Figures S2A, S2B, and S2C). Western blot on nuclear extract of ESC line (E14) showed a robust signal, both for the di- and tri-methylated Jarid2-K116 antibodies, which was completely lost in ESC constitutively knocked out (KO) for *Eed* or conditionally KO for *Ezh2* (SET domain deletion) (Figure 2A). We additionally performed competition experiment with Jarid2-K116 me2 and me3 peptides and showed that the signal for Jarid2 tri-methylation was competed out by the Jarid2-K116me3 peptide but not by Jarid2-K116me2 peptide (Figure 2B).

After confirming that Jarid2-K116me2 signal is lost in *Eed−/−* ESC (Figure 2C), we compared the localization of the total and methylated form of Jarid2 by immunofluorescence (IF). We observed a broad nuclear staining for the total Jarid2, similar to the signal observed for Ezh2 (Figure 2D). In contrast, Jarid2-K116me2 shows a more punctuated signal, which overall does not overlap with DAPI-rich regions.

We have recently reported that Jarid2 is recruited during imprinted X chromosome inactivation in the pre-implantation female embryo and acts as bridge between PRC2 and Xist (da Rocha et al., 2014). We could also observe a robust signal for Jarid2-K116me2 by IF at the blastocyst stage, which was dramatically reduced in blastocysts expected to have undergone maternal loss of Ezh2 (Figure S2D). We then analyzed late female blastocyst and observed that Jarid2-K116me2 clearly co-localizes with the characteristic Eed cloud marking the inactive X chromosome (Figure 2E).

Consistent with our in vitro data suggesting that Jarid2 could also be methylated in other species, we could detect methylated dJarid2 by western blot on protein extracts from *Drosophila* S2 cells and embryos (Figure 2F). Moreover, polytene chromosome staining revealed that the methylated dJarid2 associates to chromatin and that it only partially co-localizes with the Polycomb protein Ph, in agreement with a previous report studying dJarid2 (Herz et al., 2012) (Figure S2E).

We conclude that Jarid2 is di- and tri-methylated by PRC2 at K116 in mammalian cells and that this post-translational modification occurs in vivo in particular during early mouse development. Finally, Jarid2 methylation is conserved through evolution as it also occurs in *Drosophila*.

### Jarid2-K116me2 Occupancy Co-Localizes with Total Jarid2 at Chromatin

The IF experiments prompted us to study in more details the distribution of Jarid2-K116me2 at chromatin. We first analyzed the subcellular distribution of Jarid2-K116me2 by performing cell fractionation experiments followed by western blots. Both total Jarid2 and Jarid2-K116me2 are preferentially enriched in the insoluble chromatin fraction, although they are also detected in the other nuclear fractions (Figure 3A).

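E14 is a line of mouse ESC. Its chromatin was sonicated and immunoprecipitated with an antibody against total Jarid2 or with the antibody against Jarid2-K116me2. The DNA recovered with each antibody, and the input DNA that was not immunoprecipitated, were sequenced as single reads of 100 bp. Each antibody was used on 1 sample, so none of the values from this ChIP-seq has a replicate error. The read numbers are known from Figure S3A only. After removal of duplicates, the paper reports 37269772 reads for Jarid2, 33330697 for Jarid2-K116me2 and 32299590 for the input. The authors mapped the reads to the mouse genome (mm9), reported a single location for reads that fit several, called peaks with MACS against the input and kept those passing an FDR of 0.15%. Their files list the kept peaks of each antibody, with the position of each peak on mm9 and its MACS score. This score is the log10 of the p-value of the peak multiplied by minus 10. It grows with the number of reads and is not normalized for depth. The numbers of reads in the peaks, their fold enrichments and their summits were not in the files analysed here. Therefore the score was used as the measure of enrichment and the midpoint of a peak in place of its summit. The list for Jarid2 held 4992 peaks and the list for Jarid2-K116me2 held 4502 peaks, all on chromosomes 1 to 19 and X. Peaks were called common when they overlapped a peak of the other antibody by at least 1 bp, and specific otherwise. The score does not rank the strongest peaks. Exactly 3100 was given to 719 Jarid2 peaks and 906 Jarid2-K116me2 peaks, and only 34 and 39 peaks had a higher score. Distances to genes were measured on the GENCODE annotation of the same genome build (NCBIM37).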

We then performed ChIP-sequencing (ChIP-seq) experiments in E14 ESC to compare the localization of Jarid2 and of its methylated form. A similar number of reads were generated for both antibodies with more than 95% of reads mapping to the mouse genome (Figure S3A). 

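In Figure S3A, the paper reports 44120208 mapped reads for Jarid2 (97.05% of the sequenced reads), 39933396 for Jarid2-K116me2 (96.91%) and 38075960 for the input (97.71%). After removal of duplicates, the Jarid2 sample had 11.8% more reads than the Jarid2-K116me2 sample. The lists of kept peaks differed in the same direction in number but not in score. The numbers MACS gave to the peaks before the FDR filter ran up to 5260 for Jarid2 and 5393 for Jarid2-K116me2. Thus the order in number may stem from that filter. The median score was 503.0 (quartiles 169.2 and 1674.6) over the 4992 Jarid2 peaks and 706.9 (quartiles 248.9 and 2497.4) over the 4502 Jarid2-K116me2 peaks, without replicates for either. The lowest score listed was 62.07 for Jarid2 and 91.86 for Jarid2-K116me2. The 2 medians were thus taken over lists cut at different scores. Over the common peaks alone, the median was higher for Jarid2, at 795.1 against 728.3. In regions merged from overlapping peaks of both antibodies with scores under 3100, the score was higher for Jarid2-K116me2 in 53.0%.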

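Of the 4502 Jarid2-K116me2 peaks, 4442 overlapped a Jarid2 peak (98.67%, 95% Wilson interval 98.29% to 98.96%, no replicates). The other 60 peaks were specific for Jarid2-K116me2. To estimate chance overlap, the Jarid2-K116me2 peaks were shifted by 1 Mb along their chromosome, after which 66 of the 4502 overlapped a Jarid2 peak (1.47%, Wilson interval 1.15% to 1.86%). The 2 shares differed by Fisher's exact test (p = 1e-300, the smallest value written). The shift also took the peaks away from transcription start sites (TSSs). A TSS lay within 1 kb of 65.9% of the Jarid2-K116me2 peaks, and of 5.31% after the shift. The shifted share is therefore no estimate of the overlap of 2 antibodies that both favour TSSs. The overlap was complete for the 2636 Jarid2-K116me2 peaks with a score of 500 or more. It was 86.3% for the 95 peaks with a score under 100. The share depended most on the overlap required. It was 78.5% when the overlap had to span at least 50% of each peak.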

As expected, almost all regions significantly enriched for Jarid2-K116me2 were also enriched for total Jarid2 (Figure 3B). 

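Of the 4992 Jarid2 peaks, 3947 overlapped a Jarid2-K116me2 peak (79.07%, 95% Wilson interval 77.92% to 80.17%, no replicates) and 1045 were specific for Jarid2. After the Jarid2-K116me2 peaks had been shifted by 1 Mb, 58 Jarid2 peaks overlapped one of them (1.16%, Fisher's exact test, p = 1e-300, the smallest value written). The limit of the shift given above applies here too. When overlapping peaks of both antibodies were merged into regions, 3896 regions held peaks of both, 1045 held only Jarid2 peaks and 60 only Jarid2-K116me2 peaks. The share of common peaks rose with the score. It was 18.4% for the 613 Jarid2 peaks with a score under 100, 48.5% for the 824 peaks from 100 to under 200, 88.6% for the 1050 peaks from 200 to under 500, and 99.96% for the 2505 peaks of 500 or more. Taking the stronger 50% of the Jarid2 peaks against all Jarid2-K116me2 peaks moved the share most, to 99.96%.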

Conversely, about 80% of the regions significantly enriched for total Jarid2 were enriched for its methylated form (Figure 3B). Jarid2 and Jarid2-K116me2 display the same narrow distribution around the transcription start sites (TSSs) of PRC2 target genes (Figure 3C), which contrast with the more widespread distribution of H3K27me3. 

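The files give the position of each peak but not the coverage within it, so the distribution was measured from the peak midpoints. A TSS lay within 1 kb of the midpoint for 3165 of the 4992 Jarid2 peaks (63.4%, 95% Wilson interval 62.1% to 64.7%). For Jarid2-K116me2 this was the case for 2966 of the 4502 peaks (65.9%, Wilson interval 64.5% to 67.3%). The difference between the antibodies was small but passed Fisher's exact test (p = 0.012). Its direction depended on the Jarid2-specific peaks, of which 45.9% had a TSS within 1 kb. Among common peaks the order was the opposite, with 68.0% for Jarid2 and 65.8% for Jarid2-K116me2, a difference that was not tested. These peaks lie in the same 3896 regions, of which 360 held more than 1 Jarid2-K116me2 peak and 51 more than 1 Jarid2 peak. All peaks shifted by 1 Mb reached 5.53% for Jarid2 and 5.31% for Jarid2-K116me2. The median distance to the nearest TSS was 589 bp for Jarid2 (quartiles 229 and 2455 bp) and 534 bp for Jarid2-K116me2 (quartiles 214 and 2033 bp). Within the 4493 overlapping pairs of peaks, the midpoints were 160 bp apart in the median (95% interval 153 to 166 bp, quartiles 67 and 360 bp). Jarid2 peaks had a median width of 1877 bp (quartiles 1180 and 2989 bp), against 1684 bp for Jarid2-K116me2 (quartiles 1071 and 2666 bp). The geometric mean width was 1.13 times larger for Jarid2 (permutation test over peaks, p = 1e-05, the smallest that 100000 resamples give). This test also ignored that most peaks overlap. In the 3508 pairs of 1 peak with 1 peak of the other antibody, the Jarid2 peak was wider in 91.9%, with a median ratio of 1.22. The Jarid2 sample had 11.8% more reads, and an effect of depth on width was not tested. Peaks are not independent replicates, and neither the permutation test nor Fisher's exact test measures the variation between ChIP experiments. The choice of distance mattered most. A TSS lay within 10 kb for 85.8% of the Jarid2 peaks and 88.3% of the Jarid2-K116me2 peaks. From the coverage of both antibodies around TSSs (Figure 3C), the paper concludes that Jarid2 and its methylated form share the same narrow distribution. The H3K27me3 coverage it contrasts them with was not in the files analysed here.

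**Figure D1:**
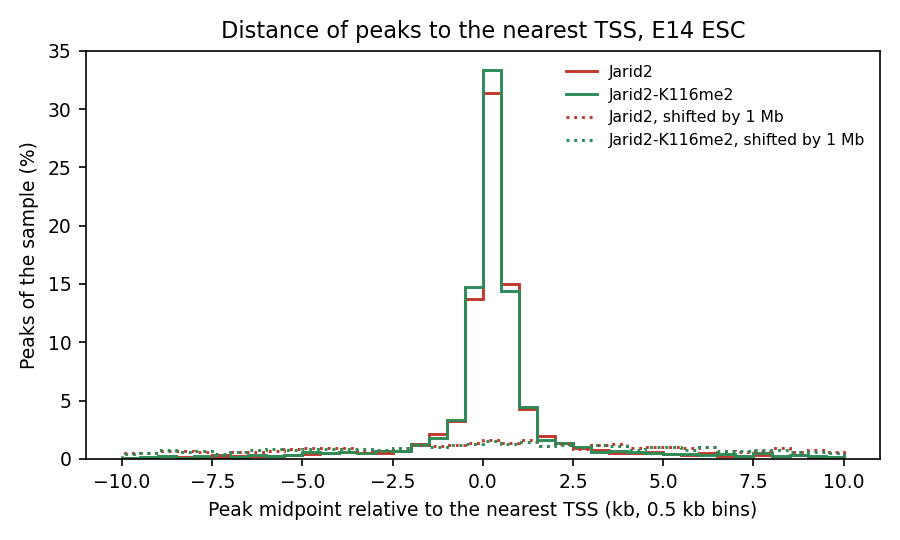
Share of the peaks of each antibody (vertical axis, percent) by the distance from the peak midpoint to the nearest TSS (horizontal axis, kb, positive downstream of the TSS), for Jarid2 (red) and Jarid2-K116me2 (green). Dotted lines show the same peaks shifted by 1 Mb. Both antibodies have their highest bin just downstream of the TSS, with 31.4% of the Jarid2 peaks and 33.3% of the Jarid2-K116me2 peaks.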

Of note, the enrichments for Jarid2 and Jarid2-K116me2 correlate very well (Pearson correlation, R^2^ > 0,98, Figure 3D, left) and the peaks apparently specific either for total Jarid2 or for its methylated form are all characterized by a low number of reads for Jarid2 and H3K27me3 (Figures 3D, S3B, and S3C). 

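The correlation was computed on MACS scores, since the normalized read numbers of Figure 3D were not in the files. Each of the 3896 common regions was given the highest score of its peaks for each antibody. Across these regions, Pearson's r was 0.969 (R2 = 0.939, permutation p = 1e-05) and Spearman's rho was 0.957 (permutation p = 1e-05, the smallest that 100000 resamples give). This is a correlation across regions within 1 pair of samples, and regions are not independent replicates. No other pair of measures was correlated. R2 moved most, to 0.871, when the regions at the score ceiling in either sample were left out, an alternative chosen after seeing the data, which kept 2992 regions. The 1045 peaks specific for Jarid2 had a median score of 104.5 (quartiles 78.6 and 143.6, highest 545.3), while the 3947 common Jarid2 peaks had a median of 795.1 (quartiles 318.5 and 2298.1). The mean log2 score was 2.80 higher in common peaks (permutation test over peaks, p = 1e-05). The 60 peaks specific for Jarid2-K116me2 had a median score of 113.2 (highest 206.4), against 728.3 for the 4442 common peaks of that antibody. Here the mean log2 score was 2.60 higher in common peaks (permutation test over peaks, p = 1e-05). None of the specific peaks reached the median score of the common peaks of its own antibody. Specific peaks were also narrower, with a median width of 895 bp for Jarid2 and 719.5 bp for Jarid2-K116me2, against 2253 bp and 1703.5 bp for common peaks. The paper describes the specific peaks by their low numbers of reads for Jarid2 and H3K27me3. The H3K27me3 reads were not in the files analysed here.

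**Figure D2:**
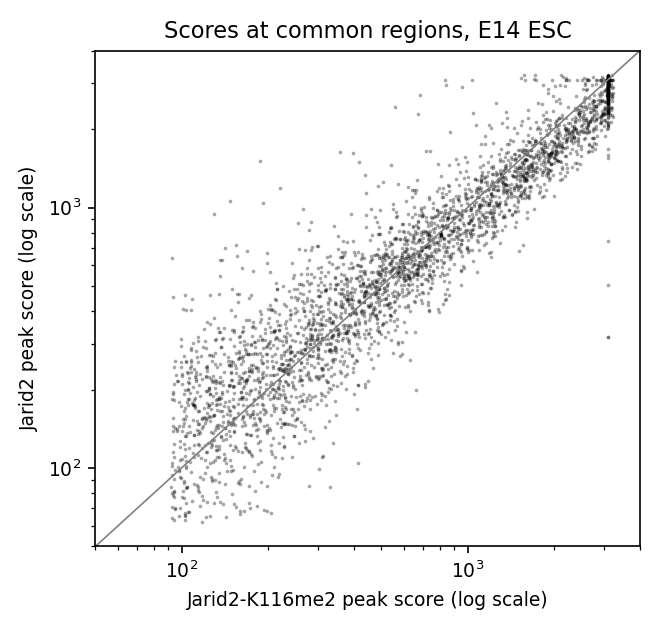
MACS score of the 3896 common regions for Jarid2 (vertical axis, log scale) against Jarid2-K116me2 (horizontal axis, log scale). Each point is a region and the grey line marks equal scores. The points follow the line, spread most at low scores and pile up at 3100.

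**Figure D3:**
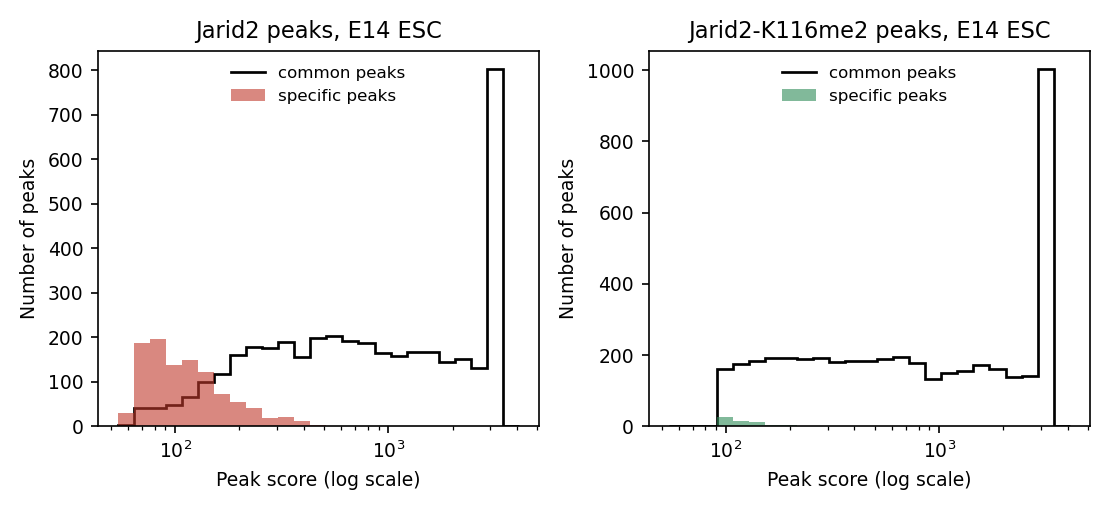
Number of peaks (vertical axis) by MACS score (horizontal axis, log scale) for Jarid2 on the left and Jarid2-K116me2 on the right. Black outlines show common peaks and filled bars specific peaks, which lie at the low end, with medians of 104.5 and 113.2. The tallest black bars hold the peaks with a score of 3100.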

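The strongest of the Jarid2-specific peaks, with a score of 545.3, lay on chromosome 7 from 150622646 to 150625775 (mm9), in an intergenic region 22744 bp from the nearest TSS, that of Cdkn1c. The next, with a score of 446.5, lay on chromosome 4 from 88929398 to 88931651 in an intron of Cdkn2a. The third, with a score of 441.2, lay on chromosome 6 from 83648292 to 83650631 in an intron of Vax2os1. Among the peaks specific for Jarid2-K116me2, the strongest had a score of 206.4 and lay on chromosome 17 from 83675286 to 83676086, in an intergenic region 6375 bp from a SNORA31 gene. The second, with a score of 202.2, covered a TSS of Spock2 (chromosome 10 from 59569159 to 59570158), and the third, with a score of 194.5, a TSS of Slc6a9 (chromosome 4 from 117507901 to 117508774).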

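The 2 samples differed in depth and in the lowest score among their listed peaks. The Jarid2-K116me2 sample had 89.4% of the reads of the Jarid2 sample after removal of duplicates (Figure S3A). Its lowest listed score was 91.86, against 62.07 for Jarid2. Of the 1045 Jarid2-specific peaks, 428 (41.0%) had a score under 91.86, while this was the case for 93 of the 3947 common Jarid2 peaks. With the same number of strongest peaks in both lists (4502), 85.8% of the Jarid2 peaks overlapped a Jarid2-K116me2 peak, against 79.1% for the full lists. In the other direction, the share of Jarid2-K116me2 peaks overlapping a Jarid2 peak was then 97.1%, against 98.7%. The background in the input was not in the files analysed here. The paper starts from the low read numbers of the specific peaks. It reasons that these peaks most likely reflect depth and background rather than a separate set of regions for either form.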

Thus, rather than being specific to the methylated or total Jarid2, these specific peaks most likely result from the variability in sequencing depth and background estimation between the two samples.

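The midpoints of the Jarid2 peaks lay in an exon for 36.8%, in an intron for 38.4% and between genes for 24.8% of the 4992 peaks. For the 4502 Jarid2-K116me2 peaks, these shares were 39.0%, 36.6% and 24.4%. The 3 common regions with the highest written Jarid2 scores were taken as examples. They need not be the most enriched, since the score does not rank the strongest peaks and 719 Jarid2 peaks had exactly 3100. A region of 4817 bp on chromosome 1 (mm9, 173000429 to 173005245) had a score of 3233.06 for Jarid2 and 1714.4 for Jarid2-K116me2. It was intergenic, 7771 bp from the nearest TSS, that of Fcgr3. A region of 3148 bp on chromosome 3 (88003410 to 88006557) scored 3233.06 and 3100 and covered a TSS of AW047730. A region of 3168 bp on chromosome 19 (7238554 to 7241721) scored 3230.05 and 3100 and lay in an intron of Macrod1. Before its conclusion, the paper reports the cell fractionation, the overlap of the regions, their distribution around TSSs and the correlation of the enrichments.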

In conclusion, the methylated form of Jarid2 localizes at chromatin of PRC2 target genes in ESC with a distribution that overlaps nearly perfectly with total Jarid2.

### Jarid2 Methylation Is Required for Efficient H3K27me3 Deposition

It has been previously shown that artificial tethering of Jarid2 to a reporter gene induces transcriptional repression in a PRC2-dependent manner (Li et al., 2010; Pasini et al., 2010). We similarly engineered cell lines stably integrated with a luciferase reporter gene and expressing, in an inducible manner, Gal4-Jarid2 WT or mutants that cannot be methylated, in which K116 was replaced by an alanine or an arginine (K116A or K116R, Figure 4A). To avoid potential leakiness of the inducible system or contribution of the endogenous Jarid2, we knocked down both the endogenous and Gal4-fusion Jarid2 proteins by RNA interference. All cell lines present substantially reduced Jarid2 protein levels as shown by western blot (Figure 4B). Upon induction, while the Gal4-Jarid2 WT protein led to transcriptional repression of the luciferase reporter, both the Gal4-Jarid2-K116A and K116R only modestly reduced transcription (Figure 4C). To rule out the possibility that the K116 point mutation interfered with Jarid2 binding to PRC2, we performed co-immunoprecipitation in HEK293 cells overexpressing Flag-Jarid2 either WT or K116A mutant (Figure 4D). Both proteins pulled down PRC2 components with the same efficiency, indicating that PRC2-Jarid2 interaction is not affected by the K116A point mutation.

Monitoring H3K27me3 levels at the reporter transgene by ChIP, we found that the expression of Gal4-Jarid2 WT resulted in an increase of H3K27me3 by over 5-fold, while expression of Gal4-Jarid2-K116A/R only led to an increase of the mark by about 2-fold (Figures 4E and S4). Importantly, the Gal4 fusion proteins and Ezh2 were similarly recruited to the reporter upon doxycycline treatment (Figure 4E). Thus, mutating K116 of Jarid2 does not affect PRC2 recruitment per se but does affect its ability to promote PRC2 enzymatic activity on H3K27.

We conclude that Jarid2-K116 methylation is dispensable for PRC2 recruitment to chromatin but necessary to efficiently promote PRC2-mediated H3K27me3 deposition.

### Jarid2 Methylation Regulates PRC2 Enzymatic Activity Depending on the Chromatin Context

Our previous work showed that the C-terminal domain of Eed forms an aromatic cage that recognizes H3K27me3, leading to allosteric changes that stimulate PRC2 enzymatic activity on H3K27 (Margueron et al., 2009). To determine whether Jarid2 could be involved in a similar mechanism, we monitored PRC2 Histone-Lysine-Methyl Transferase (HKMT) activity in presence of peptides mimicking Jarid2-K116 di- and tri-methylation. We observed that both Jarid2-K116me2 and me3 peptides markedly stimulate PRC2 enzymatic activity on recombinant oligonucleosomes, similarly to the H3K27me3 peptide (Figure 5A). This stimulatory activity was lost with a recombinant PRC2 complex carrying a point mutation (Eed F97A) in Eed’s aromatic cage (Figure 5B), indicating specific interaction between the methylated K116 and the aromatic cage.

To confirm the specificity of Eed-Jarid2-K116me2/3 interaction, we measured the binding affinity of Eed (ΔEed residues 77 to 441, see [Margueron et al., 2009]) for Jarid2-K116me2/3 peptides using isothermal titration calorimetry (ITC). Jarid2-K116me3 peptide exhibited ten times more affinity for ΔEed than H3K27me3 peptide, with a dissociation constant (K_d_) of 3 μM (Figures 5C and S5). Jarid2-K116me2 peptide affinity for Eed was lower than Jarid2-K116me3 but still higher than H3K27me3.

To further explore Eed-K116me3 interactions, we solved the structure of ΔEed co-crystallized with Jarid2-K116me3 peptide and compared it with the structure of ΔEed-H3K27me3. Within the two structures, the Eed aromatic cages largely superimpose and the Jarid2-K116me3 and H3K27me3 peptide backbones significantly overlap, despite some differences in the aa sequences (Figure 5D; Table 1). However, Jarid2-K116me3 peptide forms additional contacts with Eed (Figure 5D, red circles). In particular, the large hydrophobic side chain of the phenylalanine at position +1 (F117) lies alongside the stem of the methyl-lysine and could contribute to the stabilization of K116me3 within the hydrophobic pocket. Indeed, a peptide in which the F117 was replaced by an alanine (F117A) did not interact with Eed (Figure 5C) and was unable to stimulate PRC2 enzymatic activity (Figure 5E).

The N-terminal region of Jarid2 comprises distinct domains for both PRC2 and chromatin interactions (Son et al., 2013). To evaluate the role of K116me3 in this context, we generated fragments of Jarid2 covering aa 109–450, K116 being fully methylated, unmodified, or mutated to alanine or arginine. The fully methylated Jarid2 fragment was produced by coupling, through native chemical ligation, a peptide containing aa 109–123 (K116me3) with the aa 124–450 fragment. We then monitored PRC2 enzymatic activity on recombinant or native nucleosomes either alone or in the presence of equimolar amounts of Jarid2 fragments (Figure 5F). As expected, all Jarid2 fragments stimulated PRC2 enzymatic activity. However, the methylated fragment was about 5- to 6-fold more efficient as compared to the K116A or K116R fragments when recombinant chromatin was used as substrate (Figure 5F, black bars). In contrast, this stimulation was lost when native chromatin was used as substrate (Figure 5F, gray bars). This result suggests that histones PTMs present on native chromatin could interfere with the binding of the methylated K116 to Eed’s aromatic cage.

To evaluate a potential competition between H3K27me3 and Jarid2-K116me3, we reconstituted chromatin in presence of increasing ratios of octamers fully methylated on K27 and monitored PRC2 activity in presence of Jarid2 fragments (Figure 5G). As expected, the titration of H3K27me3 stimulates PRC2 enzymatic activity. In presence of the methylated form of Jarid2, the titration of H3K27me3 has no effect on the stimulation of PRC2 mediated by Jarid2. In contrast, in presence of the non-methylated or non-methylatable forms of Jarid2, the titration of H3K27me3 limits Jarid2-mediated stimulatory effect. This result suggests the presence of a competition between the stimulatory activity of H3K27me3 and Jarid2. When methylated, Jarid2 controls PRC2 enzymatic activity even in presence of H3K27me3. In contrast, when Jarid2 is not methylated, H3K27me3 is taking over the control of PRC2 activity. Importantly, this assay addresses only the case of Jarid2 methylation versus trans-nucleosomes H3K27me3-mediated regulation of PRC2 enzymatic activity. The outcome of this competition could be different when additional histones PTMs or nucleosomes asymmetrically methylated on H3K27 are present.

Altogether, these experiments show that Jarid2 methylation is recognized by the aromatic cage of Eed and promotes allosteric activation of PRC2 enzymatic activity. Yet, this mechanism is modulated by the presence of PTMs on chromatin, most likely owing to the competitive binding to Eed.

### Jarid2 Methylation Is Required for PRC2 Function upon Cell Differentiation

The results presented so far demonstrate that Jarid2 methylation is important for PRC2 activity in vitro and when artificially tethered to chromatin in a cellular context. To confirm the biological relevance of this regulation, we evaluated the function of Jarid2 methylation in ESC. We used ESC KO for *Jarid2* (Shen et al., 2009) and generated cell lines rescued with either WT or K116A mutant forms of Jarid2. Since Jarid2 is dynamically regulated during cell differentiation, the rescues were performed using bacterial artificial chromosomes (BACs) in order to recapitulate the endogenous expression of the *Jarid2* gene. Rescued ESC lines expressed Jarid2 homogeneously, with appropriate nuclear distributions as illustrated by IF (Figure 6A) and at similar levels as shown by western blot (Figure 6B). Moreover, all three lines exhibited similar global levels of H3K27me3 and Oct4 protein (Figure 6B). Interestingly, Jarid2 WT rescued ESC presented slight morphological differences, displaying more typical ESC colonies, when compared to Jarid2 KO or K116A mutant cells that tend to show a more flattened morphology (Figure 6C, left). They also formed fewer colonies when plated at low density as compared to the K116A rescued line (Figure 6C, right). Nonetheless, all the three ESC lines showed similar levels of alkaline phosphatase activity, comparable proliferation rates, and no major differences in gene expression (Figure 6D and day 0 in Figure 6F), thus confirming that Jarid2 is not necessary for ESC pluripotency and self-renewal (Landeira et al., 2010; Shen et al., 2009).

Since Jarid2 depletion has been reported to cause pronounced defects during ESC differentiation (Landeira et al., 2010; Li et al., 2010; Shen et al., 2009), we induced differentiation of the three ESC lines into embryoid bodies (EBs). All ESC lines could initiate differentiation as illustrated by the decreased protein levels of Jarid2 and Oct4 at day 5 and 10 of differentiation (Figure 6E). Next, using digital multiplexed gene expression analysis (NanoString nCounter), we measured transcript levels, during the course of differentiation, of a set of markers of ESC pluripotency and differentiation toward the different germ layers. Overall, gene expression follows the same trend in all three cell lines but with marked differences in term of kinetics and/or extent of gene regulation (Figures 6F and S6). For instance, most pluripotency markers were downregulated (e.g., *Fbx15*, *Zfp42*, *Klf4*, *Essrb*, *Prdm14*, *Tcl1*); however, downregulation appears earlier and more pronounced in the KO and Jarid2-K116A lines, the latter displaying an even more marked effect. A noticeable exception is the transcript *Stella*/*dppa3*, which is upregulated in the Jarid2-WT line but downregulated in the two other lines upon differentiation.

KO and Jarid2-K116A lines also displayed specific differences. In particular, markers of differentiation toward the mesoderm such as *Brachyury* and *Foxa2* are activated later in the Jarid2 K116A cells. We confirmed this data by RT-qPCR and further observed that Jarid2 KO cells seem to more efficiently activate the expression of genes such as *Gata4* or *Olig1* (Figure S6). Finally, repeats were also found to be differentially regulated depending on Jarid2 status as illustrated by the LINE 1 elements (Figure 6F, bottom).

Taken together, these results indicate that Jarid2 and its methylation play an important role during the establishment of cellular differentiation programs.

### Jarid2 Is Required for Proper Localization of H3K27me3 during Cell Differentiation

To understand the misregulation of gene expression in the Jarid2 K116A and Jarid2 KO cells during differentiation, we evaluated the distribution of H3K27me3 by ChIP-seq in undifferentiated ESC (Jarid2 KO, WT-, and K116A- rescued) and in EBs at 8 days of differentiation. Sequencing was performed on two independent biological samples (Figure S7A). As shown in Table S1, good correlations between duplicate experiments are observed. We generated a hierarchical clustering based on the correlation of all peaks found enriched for H3K27me3 in at least one of the six samples (Figure 7A). ESC and EBs formed two very distinct clusters, thus confirming that all three lines engaged differentiation. H3K27me3 genomic distribution between all three ESC lines was strongly correlated and overall differences did not exceed the variability between duplicates (Table S1). This result is consistent with the lack of major effect on H3K27me3 upon *Jarid2* deletion in ESC and could explain some of the discrepancies among the reports describing the consequences of knocking down or out Jarid2 on H3K27me3 enrichment (Landeira et al., 2010; Li et al., 2010; Pasini et al., 2010; Peng et al., 2009; Shen et al., 2009). In contrast, we observed noticeable differences regarding the distribution of H3K27me3 in EBs depending on Jarid2 status. Overall, the H3K27me3 profiles diverged more when comparing H3K27me3 ChIP-seq between ES and EB in the lines knockout or mutant for Jarid2 (Figure 7B). Consequently, a substantial number of peaks are specifically gained or lost in the Jarid2 mutant lines as compare to the WT during differentiation (Figure 7C).

Genomic ontology (GO) analysis revealed that the peaks losing H3K27me3 display the canonical features of PRC2 target peaks such as strong enrichment for CpG-islands, 5′ UTRs, coding regions, or promoters (Figures 7D and S7B). In contrast, the H3K27me3 peaks that were gained in the Jarid2 KO and K116A cells are not characterized by such a clear enrichment for any specific category, except for a bias toward CpG-islands in the K116A cells. The distinct features of peaks that are gained and lost during transition from ES to EB in the Jarid2 KO and K116A lines is also highlighted by the analyses of the localization of peaks relative to the TSS (Figure 7D). While the majority of the peaks losing H3K27me3 in the mutant cells resides within 5 kb of a TSS, the peaks gaining H3K27me3 are more broadly distributed all over the genome. Hence, we found gains of H3K27me3 corresponding to a broad enrichment in between two genes as well as more localized peaks in genomic regions without any gene annotation (Figure 7D).

Altogether our ChIP-seq data highlight the crucial role of Jarid2 and its methylation for the proper deposition of H3K27me3 during the process of differentiation. We further show that the aberrant loss of H3K27me3 detected in the mutant cells appears to be compensated by gains in this mark elsewhere in the genome. Whereas the loss of H3K27me3-enriched sites in the Jarid2 mutant cells is likely to have transcriptional consequences considering the proximity of such sites to the TSS, it is much less clear what the impact of the peaks gaining H3K27me3 will have on gene expression considering their apparently more random distribution.

## Discussion

PRC2, as a key component of the PcG machinery, is essential to ensure cellular memory through the maintenance of transcriptional repression. This implies that its genomic targeting should be finely regulated and cell-type specific. However, the mechanisms regulating its activity remain largely obscure. Here, we report that Jarid2, which is known to directly interact with PRC2 and to co-localize genome-wide with this complex (Landeira et al., 2010; Li et al., 2010; Pasini et al., 2010; Shen et al., 2009), is actually a substrate of PRC2’s enzymatic activity. Furthermore, we have shown that Jarid2 methylation modulates the enzymatic activity of PRC2 creating a unique regulatory loop, which impacts on H3K27me3 localization. Consequently, a point mutant preventing Jarid2 methylation leads to defects in cell differentiation with inappropriate H3K27me3 deposition.

Until recently, it was assumed that the sole substrate of PRC2 was the histone H3K27. A few publications have now proposed that Ezh2 could methylate other non-histone substrates and in particular TFs such as GATA4, STAT3, the androgen receptor, and RORα (He et al., 2012; Kim et al., 2013; Lee et al., 2012; Xu et al., 2012). An important difference between these putative PRC2 substrates and both H3K27 and Jarid2-K116 is the fact that the former are not involved in retro-control loops regulating PRC2 enzymatic activity. Hence, both H3K27me3 and Jarid2-K116me3 are able to bind Eed and promote the allosteric activation of PRC2 enzymatic activity. Such a process is unlikely to occur with other substrates since either the methylated lysine is not preceded by an arginine (Stat3 and Gata4), which we previously showed to be required for PRC2 stimulation (Margueron et al., 2009), or the substrate was only found to be mono-methylated (e.g., RORα).

The discovery that H3K27me3 stimulates PRC2 enzymatic activity and that a single mutation disrupting Eed’s aromatic cage causes a global loss of H3K27me3 in vivo, led to the proposal of a model whereby this positive feedback mechanism might account for the maintenance of this histone mark during cell division (Margueron et al., 2009). In view of this model and of our data, we speculate that Jarid2-methylation could constitute an alternative mechanism to prime PRC2 activity when targeted to chromatin regions devoid of H3K27me3. This would explain why Jarid2 is important while cells engage differentiation but is overall dispensable in undifferentiated ESC, which supposedly mostly maintain H3K27me3 though the positive feedback loop involving H3K27me3 and Eed.

Our results suggest that, in vitro, the methylation of Jarid2 could control the balance between Jarid2me3- and H3K27me3-mediated regulations of PRC2 enzymatic activity due to its higher affinity for Eed. However, it is very likely that in vivo additional histone PTMs modulate the balance between these regulatory loops. Hence, it will be interesting to determine whether H2Aub could, for instance, favor the binding of Eed to H3K27me3 (Kalb et al., 2014). The fact that Jarid2 is dispensable for H3K27me3 deposition in undifferentiated ESC while present at almost all PRC2 targets could be explained by the redundancy between Jarid2-K116me3 and H3K27me3 regulatory loops in this context.

In contrast, upon cell differentiation-induced redistribution of H3K27me3, Jarid2 and its methylation become critical for the appropriate regulation of PRC2 activity. Hence, we observed that in Jarid2 KO and K116A cells H3K27me3 enrichment is lost or reduced during cell differentiation at a subset of PRC2 targets, leaving those genes prone to transcriptional activation. Surprisingly, the losses seem to be compensated by gains of H3K27me3 at unusual genomic location for this mark (e.g., far away from the TSS). Therefore, even though the global level of this mark is unchanged in the Jarid2 mutant cells, the genomic distribution of H3K27me3 is incorrect. The fact that the gains of H3K27me3 retain some selectivity for CpG islands in the Jarid2-K116A, which express Jarid2 with functional DNA-binding domains, suggests that this aberrant targeting is not random but results from the combination of partly functional Jarid2 and other cofactors that misguide PRC2 to new sites. It remains to be determined whether those new H3K27me3 peaks have transcriptional consequences or are constituted of chromatin domains that are somehow acting as a “sink” for the surplus of PRC2 activity. Intriguingly, a similar enrichment for H3K27me3 at intergenic regions was also reported for ESC grown in 2i media (Marks et al., 2012), it would therefore be interesting to investigate whether Jarid2 function could be altered in this context.

In conclusion, Jarid2 protein contains distinct domains that regulate PRC2 function through different mechanisms. Our study provides insights into the molecular mechanisms by which Jarid2 controls PRC2 function during mammalian cell differentiation. Although we now have a deeper understanding of the various functions of the rather unique N-terminal moiety of Jarid2, the role of the C terminus remains unclear. The presence of several conserved domains, such as the enzymatically inactive demethylase-like domain, suggests that this C-terminal portion must have some yet unknown functions. Our study also reveals that Jarid2 and its methylation appear to have a more critical role in a developmental context when compared to undifferentiated cells. Dissecting how the multiple functions of Jarid2 in targeting and modulating PRC2 activity are orchestrated during development remains an exciting challenge for the future.

## Experimental Procedures

Full details on experimental procedures and the list of the used antibodies are available on the Supplemental Experimental Procedures.

### BAC Mutagenesis and Genomic Integration

K116A mutation was generated in the BAC-Jarid2 RP23-152H18 by homologous recombination and counter selection strategy (Bird et al., 2012). The construct was inserted into the genome of Jarid2 KO ESC through transposon-mediated BAC integration as previously described (Rostovskaya et al., 2012).

### Recombinant Proteins Purification

Recombinant hJarid2 fragments 6×His-tag were produced in bacteria. Recombinant mammals and flies PRC2, Aebp2, Jarid2 WT, and K116A were produced in SF9 insect cells as described in Supplemental Experimental Procedures.

### Native Chemical Ligation

Jarid2 109-450 S124C was purified from bacteria and chemically ligated to the C-terminal thioester peptide K116me3 as described in Supplemental Experimental Procedures.

### ΔEed-Jarid2K116me3 Crystal

The ΔEed protein was prepared as previously described (Margueron et al., 2009) and detailed in the Supplemental Experimental Procedures.

### Nanostring Quantification of Dene Expression

Direct digital mRNA analysis of expression was performed using a custom set of oligonucleotides synthetized by NanoString Technologies. Hybridization and analysis were done using the Prep Station and Digital Analyzer purchased from the company.

## Figures and Tables

**Figure 1:**
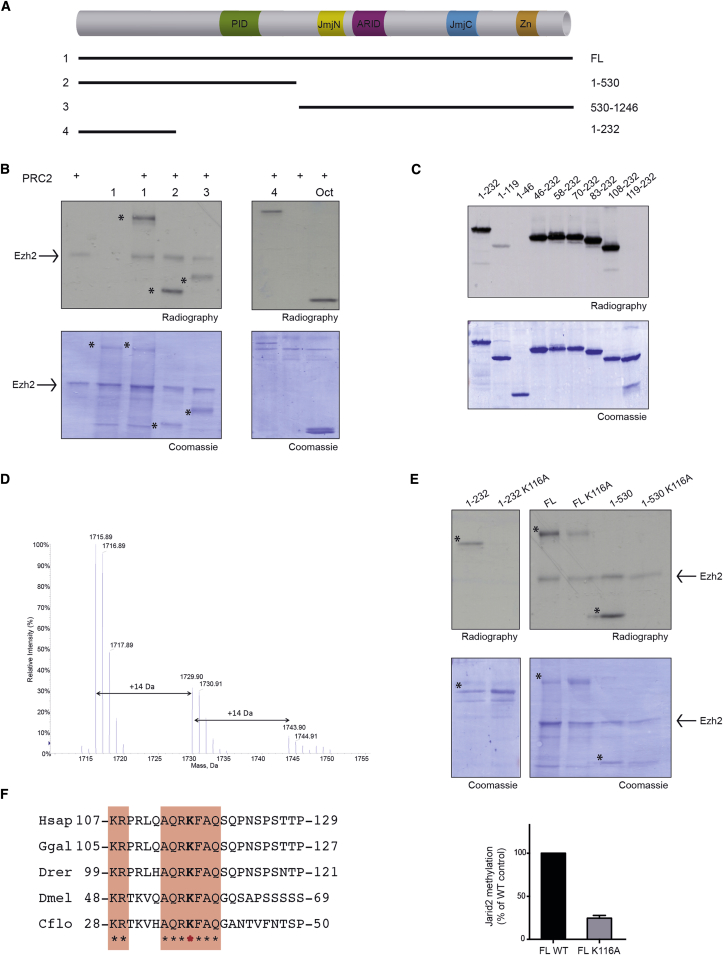
PRC2 Methylates Jarid2 at K116 In Vitro (A) Schematic representation of Jarid2 protein showing the annotated domains and the fragments used in KMT assays. PID, PRC2-interaction domain. (B) KMT assay performed with PRC2-Ezh2 as enzyme and either Jarid2 fragments described in (A) or octamers (Oct) as substrates. (C) KMT assay performed with PRC2-Ezh2 as enzyme and Jarid2 fragments as labeled on the top. (D) ESI mass spectrum showing non-(m/z 572.97), mono-(m/z 577.64), and di-(m/z 582.31) methylation at Lysine 116 in the peptide ^116^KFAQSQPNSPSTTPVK^131^ of Jarid2 fragment 1–232. (E) Top: KMT assay performed with PRC2-Ezh2 as enzyme and Jarid2 full-length (FL) and fragments WT or mutants K116A as substrates. (^∗^) indicates Jarid2 fragments. Bottom: quantification of FL Jarid2 methylation in percentage of Jarid2 WT (mean ± SD, n = 3). (F) Sequence conservation of the amino acids surrounding the methylated lysine across different species. See also Figure S1.

**Figure 2:**
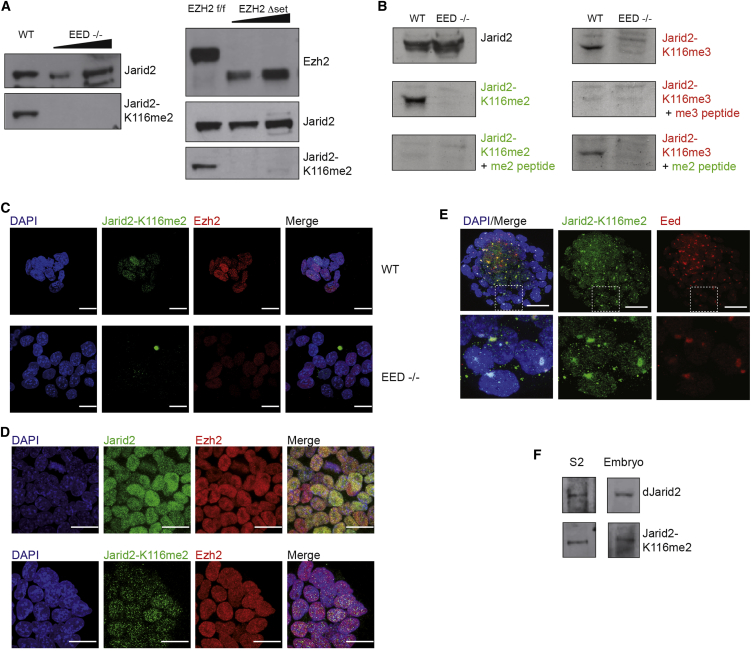
Jarid2 Methylation Occurs In Vivo (A) Left: western blot (WB) anti-Jarid2 and Jarid2-K116me2 on nuclear extract of E14 or Eed−/− ESC. Right: same in Ezh2 fl/fl-Rosa26-Cre-ERT2 before and after Tamoxifen treatment. Titrations correspond to 1× or 2× the amount of protein in controls. (B) WB and peptides competition experiment in ESC WT or Eed−/−. Nuclear extracts are probed with the indicated antibodies alone or in presence of the indicated peptides in 10-fold over antibody molar excess. (C) IF of Jarid2-K116me2 and Ezh2 on E14 and Eed−/− ESC. (D) IF of Jarid2 or Jarid-K116me2 and Ezh2 on E14 ESC. (E) IF in late mouse blastocyst for Eed and Jarid2-K116me2. Bottom panel is zoom-in of the top panel. Nuclei are stained with DAPI in all IF. (F) WB on whole extract of *Drosophila* S2 cell line and embryos probed with the indicated antibodies. See also Figure S2.

**Figure 3:**
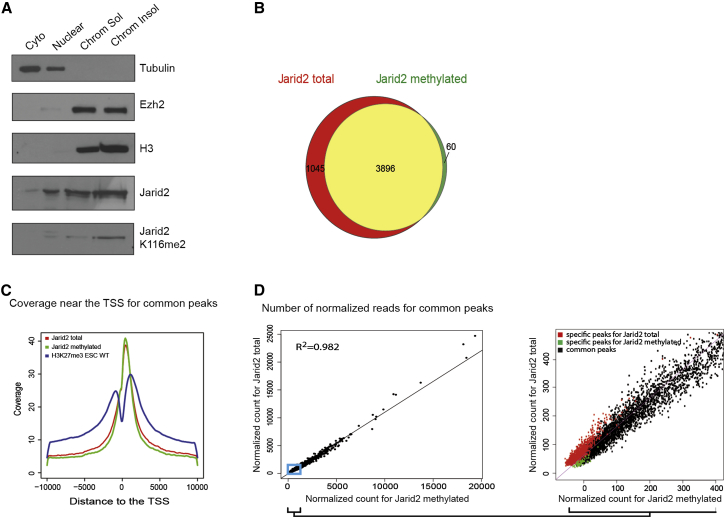
Jarid2 and Its Methylated Form Colocalize Almost Perfectly at Chromatin (A) Cellular fractionation of E14 ESC. Fractions are indicated on top and specific antibodies on the right. (B) Venn diagram showing the overlap (yellow) between peaks enriched for Jarid2 total and Jarid2-K116me2 or peaks specific for Jarid2 (red) or its methylated form (green) in E14 ESC. (C) Jarid2, Jarid2-K116me2, and H3K27me3 enrichments relative to TSS for common peaks. (D) Left: normalized read counts for Jarid2 versus Jarid2-K116me2 ChIP-seq at common target peaks. R^2^ = correlation coefficient. Right: zoom-in of the blue square area of left panel showing additionally read counts Jarid2 specific (red) and Jarid2-K116me2 specific (green). See also Figure S3.

**Figure 4:**
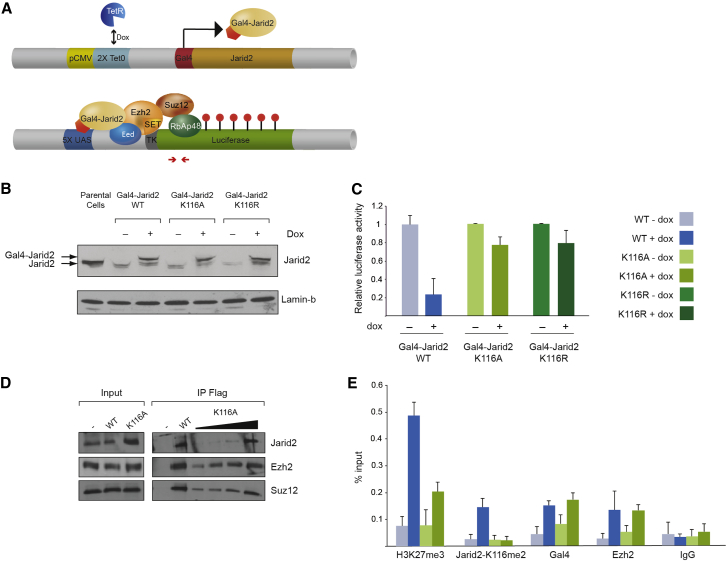
Jarid2 Methylation Is Required for Efficient H3K27me3 Deposition (A) Schematic representation of the inducible tethering system. The Luciferase reporter is downstream of a minimal TK promoter controlled by a 5× UAS sequence. Red arrows indicate the primers used for qPCR. (B) WB probing Jarid2 and lamin on nuclear extracts of T-rex 293 cells stably integrating the Gal4-Jarid2 (WT, K116A, and K116R) vectors and knocked down for Jarid2 through shRNA, prior and after 48 hr of doxycycline (dox) induction. (C) Relative luciferase activity in response to dox in the cell lines indicated on the x axis. Values represent the Relative Luciferase Activity normalized to the amount of protein (mean ± SD, n = 3). (D) Co-ImmunoPrecipitation (Co-IP) anti-Flag starting from nuclear extracts of HEK293 cell line control or overexpressing Flag-Jarid2 WT or K116A, followed by WB with the antibodies indicated on the right. (E) ChIP performed on T-rex 293 Gal4-Jarid2 WT and K116A cell lines. Antibodies used for ChIP are indicated on the x axis. y axis represents percent of input (mean ± SD, n ≥ 3). See also Figure S4.

**Figure 5:**
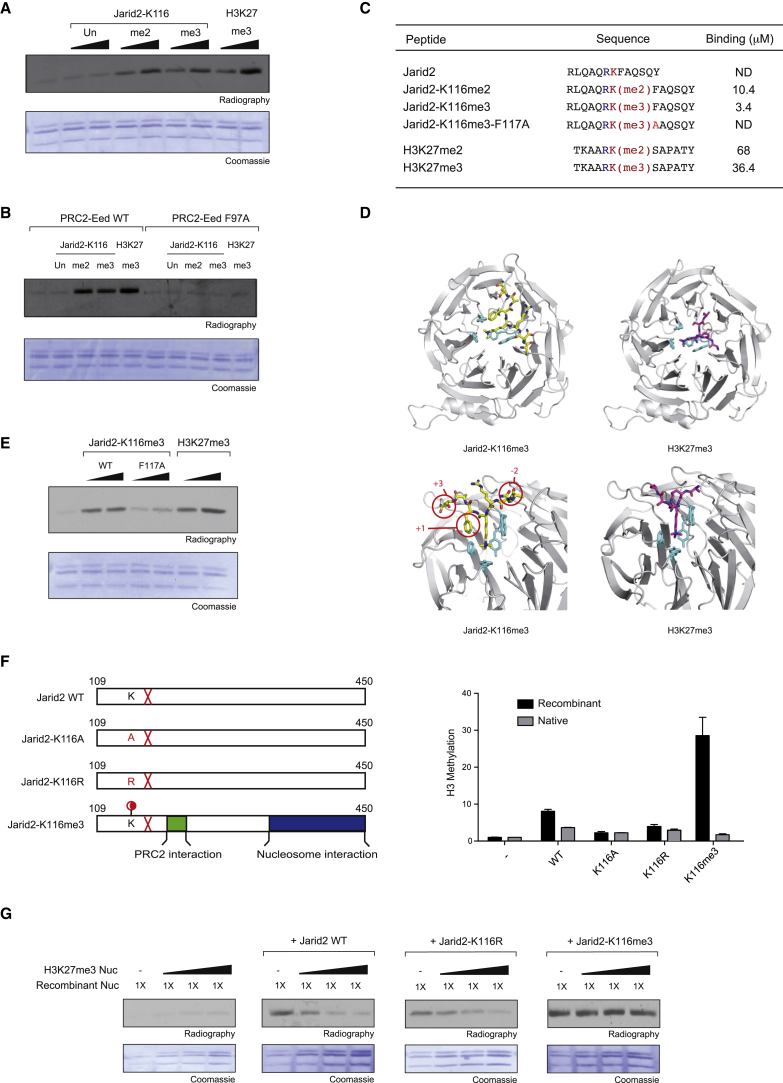
Jarid2 Methylation Regulates PRC2 Enzymatic Activity Depending on Chromatin Environment (A) HKMT assay performed with PRC2-Ezh2 on recombinant oligonucleosomes in the presence of peptides mimicking either Jarid2-K116me2 and me3 or H3K27me3. (B) HKMT assay as in (A) performed with PRC2-Ezh2 reconstituted with either Eed WT or F97A. (C) Table indicating the sequences of the peptides and the relative dissociation constant K_d_ (μM) for ΔEed binding measured by ITC. (D) Ribbons representation of ΔEed-Jarid2-K116me3 and ΔEed-H3K27me3 complexes. Eed is in gray; Jarid2 peptide is in yellow while H3 peptide is in purple, both in stick representation. Eed aromatic amino acids are in stick and cyan color. Top: top views. Bottom: zoom-in of side views. (E) HKMT assay as in (A) in presence of peptides Jarid2-K116me3 WT or F117A. (F) Left: representation of the chimeric proteins used in the HKMT assay. The red cross indicates the point mutations introduced in the protein to perform native chemical ligation. Red circle indicates K116me3. Right: quantification of PRC2-HKMT activity in the presence of the three Jarid2 fragments (mean ± SD, n = 3). Native (gray bars) or recombinant (black bars) chromatins were used as substrates. (G) HKMT assay performed with PRC2-Ezh2 in the absence or presence of Jarid2 WT, Jarid2-K116me3, or Jarid2 K116R. Recombinant chromatin reconstituted in presence of increasing amount of H3K27me3 octamers is used as substrate. See also Figure S5.

**Figure 6:**
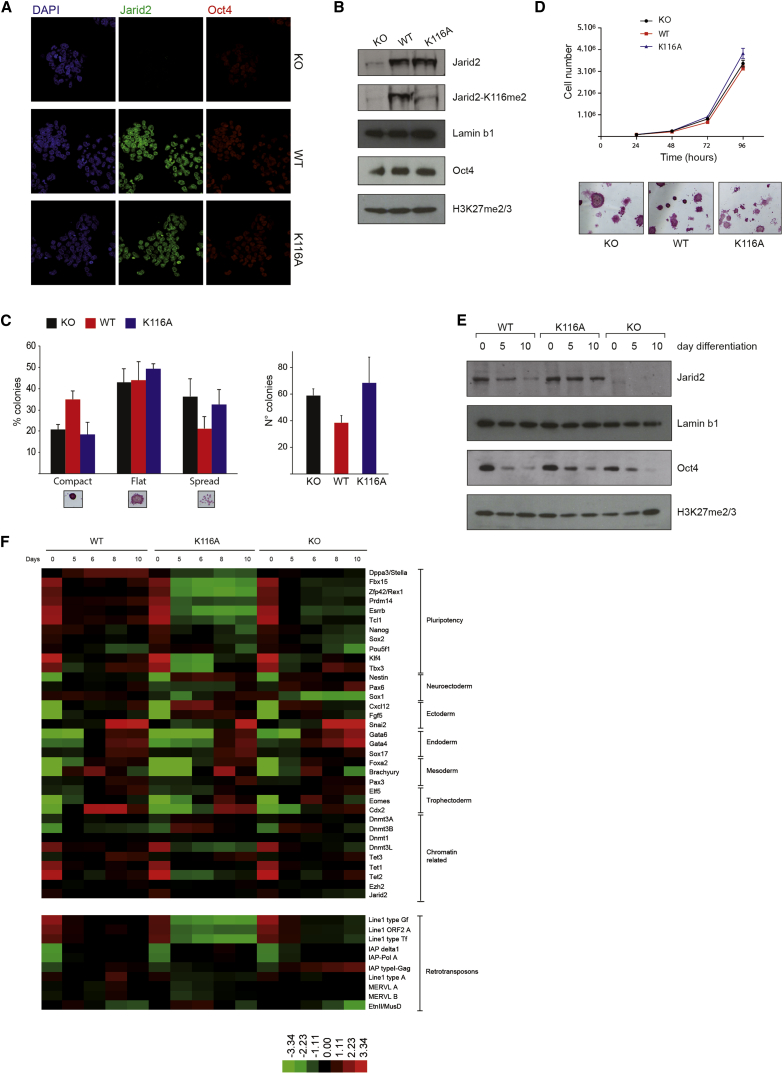
Jarid2 Methylation Is Required to Set Up Differentiation Programs in ESC (A) IF for Jarid2 and Oct4 in Jarid2 KO and Jarid2 WT or K116A rescued ESC. (B) WB with the indicated antibodies on nuclear extracts of the three ESC lines. (C) Left: colony morphology quantification of the indicated ESC. Values represent the percentage of alkaline-phosphatase-positive colonies showing a compact, flat, or spread morphology (mean ± SD, n ≥ 2). Right: number of methylene-blue-stained colonies (mean ± SD, n ≥ 2) detected 8 days after plating 100 cells per well. (D) Top: cell growth curve of the ESC over 4 days (mean ± SD, n = 3). Bottom: representative view of phosphatase alkaline staining. (E) WB probing nuclear extracts during ESC differentiation. (F) RNA transcript quantification through multiplexed-digital hybridization-based analysis (mean, n = 2). Heatmap representing the Log2-transformed median centered values. Top: messenger RNA classified by function. Bottom: transcripts from repeated sequences. Values are normalized around a set of housekeeping genes (ActB, Hprt1, Gapdh, Ppia, RplPO, and Rrm2). See also Figure S6.

**Figure 7:**
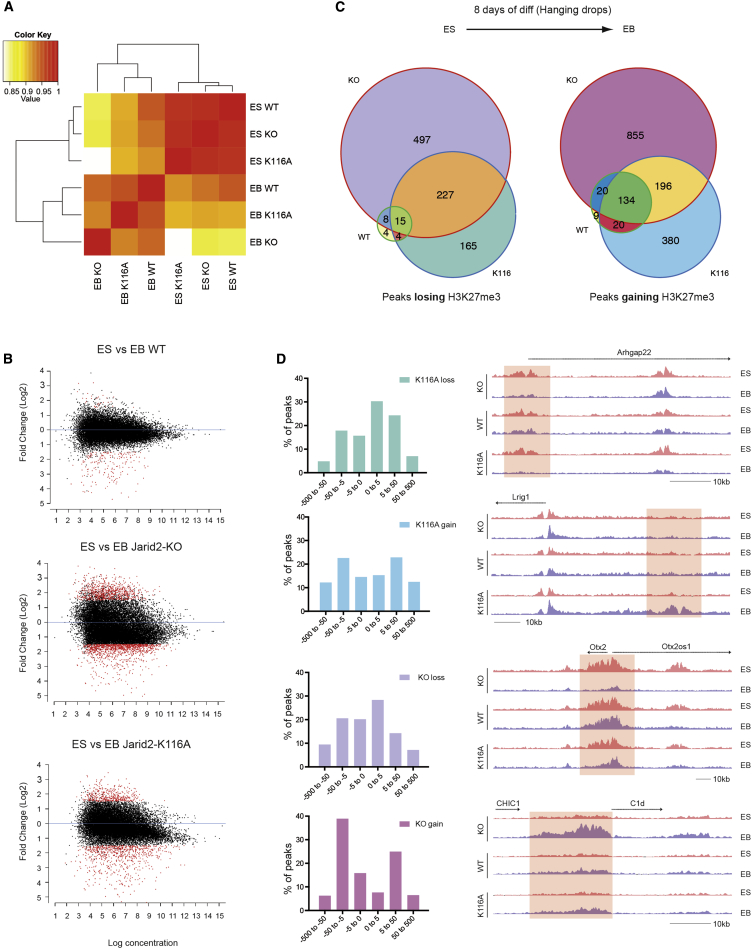
Jarid2 Is Required for the Proper Deposition of H3K27me3 during Cell Differentiation H3K27me3 ChIP-seq performed in ESC and EBs in the cell lines described in Figure 6. Each ChIP-seq was performed in biological duplicates. (A) Correlation heatmap based on all peaks found to be enriched for H3K27me3 in at least one of the six samples. (B) MA plot of ES-EB contrast, with peaks identified as significantly differentially bound shown in red. y axis shows Log2 fold change. x axis shows Log2 concentration reads. (C) Venn diagram representing peaks loosing or gaining H3K27me3 during differentiation. (D) Left: distance relative to TSS of the peak losing or gaining H3K27me3 specifically in the Jarid2 KO or K116A cells during differentiation. Right: genome browser images of representative genes from each of the categories described above, the same scale was used in all tracks. See also Figure S7 and Table S1.

**Table 1:** Data Collection and Refinement Statistics

		EED-Jarid2
**Data Collection**		

Beamline		Diamond Light Source IO2
Wavelength		0.9795 Å
Space group		P212121
Cell dimensions		
	a, b, c	49.419, 58.144, 127.042 Å
	α, β, γ	90.00°, 90.00°, 90.00°
Resolution (Å)		30–2.0 Å
		(2.09–2.0 Å)
*R*_*sym*_		0.084 (0.365)
*I/ σI*		16.2 (2.23)
Completeness		97.2% (38.2%)
Redundancy		3.9 (1.9)

**Refinement**		

Resolution (Å)		30–2.3 Å
Number of Reflections		16,463
*R*_work_ / *R*_free_		0.174 / 0.224
Number of atoms		
	Protein	2,972
	Solvent	175
*B-*factors		
	Protein	21.15 Å^2^
	Solvent	24.03 Å^2^
RMS deviations		
	Bond lengths	0.007 Å
	Bond Angles	1.074°
Ramachandran plot		
	Favored regions	95.8%
	Allowed region	4.2%
	Outlier region	0.0%

Highest-resolution shell is shown in parentheses.

## References

[bib1] Bartke T., Vermeulen M., Xhemalce B., Robson S.C., Mann M., Kouzarides T. (2010). Nucleosome-interacting proteins regulated by DNA and histone methylation. Cell.

[bib2] Bird A.W., Erler A., Fu J., Hériché J.K., Maresca M., Zhang Y., Hyman A.A., Stewart A.F. (2012). High-efficiency counterselection recombineering for site-directed mutagenesis in bacterial artificial chromosomes. Nat. Methods.

[bib3] Blackledge N.P., Farcas A.M., Kondo T., King H.W., McGouran J.F., Hanssen L.L., Ito S., Cooper S., Kondo K., Koseki Y. (2014). Variant PRC1 complex-dependent H2A ubiquitylation drives PRC2 recruitment and polycomb domain formation. Cell.

[bib4] Brien G.L., Gambero G., O’Connell D.J., Jerman E., Turner S.A., Egan C.M., Dunne E.J., Jurgens M.C., Wynne K., Piao L. (2012). Polycomb PHF19 binds H3K36me3 and recruits PRC2 and demethylase NO66 to embryonic stem cell genes during differentiation. Nat. Struct. Mol. Biol..

[bib5] Brockdorff N. (2013). Noncoding RNA and Polycomb recruitment. RNA.

[bib6] Cai L., Rothbart S.B., Lu R., Xu B., Chen W.Y., Tripathy A., Rockowitz S., Zheng D., Patel D.J., Allis C.D. (2013). An H3K36 methylation-engaging Tudor motif of polycomb-like proteins mediates PRC2 complex targeting. Mol. Cell.

[bib7] Cooper S., Dienstbier M., Hassan R., Schermelleh L., Sharif J., Blackledge N.P., De Marco V., Elderkin S., Koseki H., Klose R. (2014). Targeting polycomb to pericentric heterochromatin in embryonic stem cells reveals a role for H2AK119u1 in PRC2 recruitment. Cell Rep..

[bib8] da Rocha S.T., Boeva V., Escamilla-Del-Arenal M., Ancelin K., Granier C., Matias N.R., Sanulli S., Chow J., Schulz E., Picard C. (2014). Jarid2 Is Implicated in the Initial Xist-Induced Targeting of PRC2 to the Inactive X Chromosome. Mol. Cell.

[bib9] Davidovich C., Zheng L., Goodrich K.J., Cech T.R. (2013). Promiscuous RNA binding by Polycomb repressive complex 2. Nat. Struct. Mol. Biol..

[bib10] He A., Shen X., Ma Q., Cao J., von Gise A., Zhou P., Wang G., Marquez V.E., Orkin S.H., Pu W.T. (2012). PRC2 directly methylates GATA4 and represses its transcriptional activity. Genes Dev..

[bib11] Herranz N., Pasini D., Díaz V.M., Francí C., Gutierrez A., Dave N., Escrivà M., Hernandez-Muñoz I., Di Croce L., Helin K. (2008). Polycomb complex 2 is required for E-cadherin repression by the Snail1 transcription factor. Mol. Cell. Biol..

[bib12] Herz H.M., Mohan M., Garrett A.S., Miller C., Casto D., Zhang Y., Seidel C., Haug J.S., Florens L., Washburn M.P. (2012). Polycomb repressive complex 2-dependent and -independent functions of Jarid2 in transcriptional regulation in Drosophila. Mol. Cell. Biol..

[bib13] Kalb R., Latwiel S., Baymaz H.I., Jansen P.W., Müller C.W., Vermeulen M., Müller J. (2014). Histone H2A monoubiquitination promotes histone H3 methylation in Polycomb repression. Nat. Struct. Mol. Biol..

[bib14] Kaneko S., Son J., Shen S.S., Reinberg D., Bonasio R. (2013). PRC2 binds active promoters and contacts nascent RNAs in embryonic stem cells. Nat. Struct. Mol. Biol..

[bib15] Kaneko S., Bonasio R., Saldaña-Meyer R., Yoshida T., Son J., Nishino K., Umezawa A., Reinberg D. (2014). Interactions between JARID2 and noncoding RNAs regulate PRC2 recruitment to chromatin. Mol. Cell.

[bib16] Kanhere A., Viiri K., Araújo C.C., Rasaiyaah J., Bouwman R.D., Whyte W.A., Pereira C.F., Brookes E., Walker K., Bell G.W. (2010). Short RNAs are transcribed from repressed polycomb target genes and interact with polycomb repressive complex-2. Mol. Cell.

[bib17] Kim T.G., Chen J., Sadoshima J., Lee Y. (2004). Jumonji represses atrial natriuretic factor gene expression by inhibiting transcriptional activities of cardiac transcription factors. Mol. Cell. Biol..

[bib18] Kim H., Kang K., Kim J. (2009). AEBP2 as a potential targeting protein for Polycomb Repression Complex PRC2. Nucleic Acids Res..

[bib19] Kim E., Kim M., Woo D.H., Shin Y., Shin J., Chang N., Oh Y.T., Kim H., Rheey J., Nakano I. (2013). Phosphorylation of EZH2 activates STAT3 signaling via STAT3 methylation and promotes tumorigenicity of glioblastoma stem-like cells. Cancer Cell.

[bib20] Klose R.J., Kallin E.M., Zhang Y. (2006). JmjC-domain-containing proteins and histone demethylation. Nat. Rev. Genet..

[bib21] Klose R.J., Cooper S., Farcas A.M., Blackledge N.P., Brockdorff N. (2013). Chromatin sampling—an emerging perspective on targeting polycomb repressor proteins. PLoS Genet..

[bib22] Landeira D., Fisher A.G. (2011). Inactive yet indispensable: the tale of Jarid2. Trends Cell Biol..

[bib23] Landeira D., Sauer S., Poot R., Dvorkina M., Mazzarella L., Jørgensen H.F., Pereira C.F., Leleu M., Piccolo F.M., Spivakov M. (2010). Jarid2 is a PRC2 component in embryonic stem cells required for multi-lineage differentiation and recruitment of PRC1 and RNA Polymerase II to developmental regulators. Nat. Cell Biol..

[bib24] Lee J.M., Lee J.S., Kim H., Kim K., Park H., Kim J.Y., Lee S.H., Kim I.S., Kim J., Lee M. (2012). EZH2 generates a methyl degron that is recognized by the DCAF1/DDB1/CUL4 E3 ubiquitin ligase complex. Mol. Cell.

[bib25] Li G., Margueron R., Ku M., Chambon P., Bernstein B.E., Reinberg D. (2010). Jarid2 and PRC2, partners in regulating gene expression. Genes Dev..

[bib26] Maenner S., Blaud M., Fouillen L., Savoye A., Marchand V., Dubois A., Sanglier-Cianférani S., Van Dorsselaer A., Clerc P., Avner P. (2010). 2-D structure of the A region of Xist RNA and its implication for PRC2 association. PLoS Biol..

[bib27] Margueron R., Reinberg D. (2011). The Polycomb complex PRC2 and its mark in life. Nature.

[bib28] Margueron R., Justin N., Ohno K., Sharpe M.L., Son J., Drury W.J., Voigt P., Martin S.R., Taylor W.R., De Marco V. (2009). Role of the polycomb protein EED in the propagation of repressive histone marks. Nature.

[bib29] Marks H., Kalkan T., Menafra R., Denissov S., Jones K., Hofemeister H., Nichols J., Kranz A., Stewart A.F., Smith A., Stunnenberg H.G. (2012). The transcriptional and epigenomic foundations of ground state pluripotency. Cell.

[bib30] Musselman C.A., Avvakumov N., Watanabe R., Abraham C.G., Lalonde M.E., Hong Z., Allen C., Roy S., Nuñez J.K., Nickoloff J. (2012). Molecular basis for H3K36me3 recognition by the Tudor domain of PHF1. Nat. Struct. Mol. Biol..

[bib31] Palacios D., Mozzetta C., Consalvi S., Caretti G., Saccone V., Proserpio V., Marquez V.E., Valente S., Mai A., Forcales S.V. (2010). TNF/p38α/polycomb signaling to Pax7 locus in satellite cells links inflammation to the epigenetic control of muscle regeneration. Cell Stem Cell.

[bib32] Pandey R.R., Mondal T., Mohammad F., Enroth S., Redrup L., Komorowski J., Nagano T., Mancini-Dinardo D., Kanduri C. (2008). Kcnq1ot1 antisense noncoding RNA mediates lineage-specific transcriptional silencing through chromatin-level regulation. Mol. Cell.

[bib33] Pasini D., Cloos P.A., Walfridsson J., Olsson L., Bukowski J.P., Johansen J.V., Bak M., Tommerup N., Rappsilber J., Helin K. (2010). JARID2 regulates binding of the Polycomb repressive complex 2 to target genes in ES cells. Nature.

[bib34] Peng J.C., Valouev A., Swigut T., Zhang J., Zhao Y., Sidow A., Wysocka J. (2009). Jarid2/Jumonji coordinates control of PRC2 enzymatic activity and target gene occupancy in pluripotent cells. Cell.

[bib35] Pengelly A.R., Copur Ö., Jäckle H., Herzig A., Müller J. (2013). A histone mutant reproduces the phenotype caused by loss of histone-modifying factor Polycomb. Science.

[bib36] Qin S., Guo Y., Xu C., Bian C., Fu M., Gong S., Min J. (2013). Tudor domains of the PRC2 components PHF1 and PHF19 selectively bind to histone H3K36me3. Biochem. Biophys. Res. Commun..

[bib37] Redrup L., Branco M.R., Perdeaux E.R., Krueger C., Lewis A., Santos F., Nagano T., Cobb B.S., Fraser P., Reik W. (2009). The long noncoding RNA Kcnq1ot1 organises a lineage-specific nuclear domain for epigenetic gene silencing. Development.

[bib38] Rinn J.L., Kertesz M., Wang J.K., Squazzo S.L., Xu X., Brugmann S.A., Goodnough L.H., Helms J.A., Farnham P.J., Segal E., Chang H.Y. (2007). Functional demarcation of active and silent chromatin domains in human HOX loci by noncoding RNAs. Cell.

[bib39] Rostovskaya M., Fu J., Obst M., Baer I., Weidlich S., Wang H., Smith A.J., Anastassiadis K., Stewart A.F. (2012). Transposon-mediated BAC transgenesis in human ES cells. Nucleic Acids Res..

[bib40] Schmitges F.W., Prusty A.B., Faty M., Stützer A., Lingaraju G.M., Aiwazian J., Sack R., Hess D., Li L., Zhou S. (2011). Histone methylation by PRC2 is inhibited by active chromatin marks. Mol. Cell.

[bib41] Shen X., Kim W., Fujiwara Y., Simon M.D., Liu Y., Mysliwiec M.R., Yuan G.C., Lee Y., Orkin S.H. (2009). Jumonji modulates polycomb activity and self-renewal versus differentiation of stem cells. Cell.

[bib42] Simon J.A., Kingston R.E. (2013). Occupying chromatin: Polycomb mechanisms for getting to genomic targets, stopping transcriptional traffic, and staying put. Mol. Cell.

[bib43] Son J., Shen S.S., Margueron R., Reinberg D. (2013). Nucleosome-binding activities within JARID2 and EZH1 regulate the function of PRC2 on chromatin. Genes Dev..

[bib44] Voigt P., LeRoy G., Drury W.J., Zee B.M., Son J., Beck D.B., Young N.L., Garcia B.A., Reinberg D. (2012). Asymmetrically modified nucleosomes. Cell.

[bib45] Voigt P., Tee W.W., Reinberg D. (2013). A double take on bivalent promoters. Genes Dev..

[bib46] Woo C.J., Kharchenko P.V., Daheron L., Park P.J., Kingston R.E. (2010). A region of the human HOXD cluster that confers polycomb-group responsiveness. Cell.

[bib47] Woo C.J., Kharchenko P.V., Daheron L., Park P.J., Kingston R.E. (2013). Variable requirements for DNA-binding proteins at polycomb-dependent repressive regions in human HOX clusters. Mol. Cell. Biol..

[bib48] Xu K., Wu Z.J., Groner A.C., He H.H., Cai C., Lis R.T., Wu X., Stack E.C., Loda M., Liu T. (2012). EZH2 oncogenic activity in castration-resistant prostate cancer cells is Polycomb-independent. Science.

[bib49] Yuan W., Xu M., Huang C., Liu N., Chen S., Zhu B. (2011). H3K36 methylation antagonizes PRC2-mediated H3K27 methylation. J. Biol. Chem..

[bib50] Yuan W., Wu T., Fu H., Dai C., Wu H., Liu N., Li X., Xu M., Zhang Z., Niu T. (2012). Dense chromatin activates Polycomb repressive complex 2 to regulate H3 lysine 27 methylation. Science.

[bib51] Zhang Z., Jones A., Sun C.W., Li C., Chang C.W., Joo H.Y., Dai Q., Mysliwiec M.R., Wu L.C., Guo Y. (2011). PRC2 complexes with JARID2, MTF2, and esPRC2p48 in ES cells to modulate ES cell pluripotency and somatic cell reprogramming. Stem Cells.

[bib52] Zhao J., Sun B.K., Erwin J.A., Song J.J., Lee J.T. (2008). Polycomb proteins targeted by a short repeat RNA to the mouse X chromosome. Science.

# Supplementary material for: Jarid2 Methylation via the PRC2 Complex Regulates H3K27me3 Deposition during Cell Differentiation
**Source:** Mol Cell. 2015 Mar 5;57(5):769–83. doi: 10.1016/j.molcel.2014.12.020
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S7, and Table S1

**Molecular Cell**

**Supplemental Information**

## **Jarid2 Methylation via the PRC2 Complex**

### **Regulates H3K27me3 Deposition during Cell Differentiation**

**Serena Sanulli, Neil Justin, Aurélie Teissandier, Katia Ancelin, Manuela Portoso,  
Matthieu Caron, Audrey Michaud, Berangère Lombard, Simao T. da Rocha, John Offer,  
Damarys Loew, Nicolas Servant, Michel Wassef, Fabienne Burlina, Steve J. Gamblin,  
Edith Heard, and Raphaël Margueron**

# 1) Supplemental Figures and Legends

A

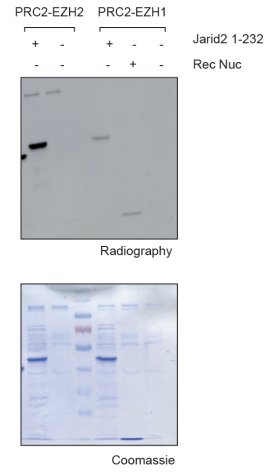

B

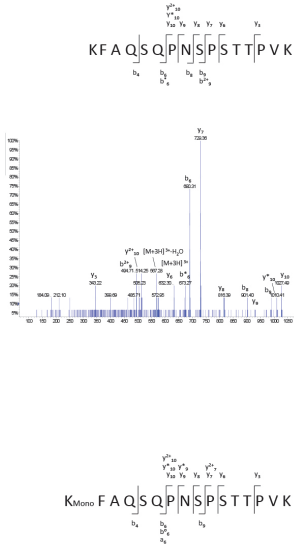

C

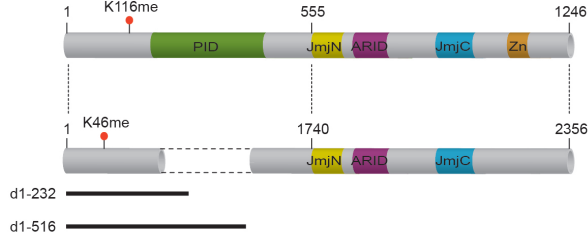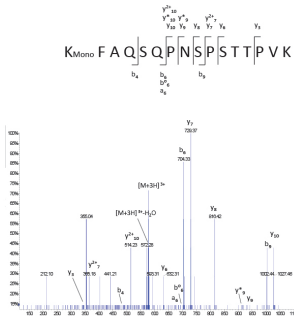

**Supplemental Figure 1** (Related to Fig 1)

(A) KMT assay using PRC2-Ezh1 or PRC2-Ezh2 as enzyme and Jarid2 fragment aa 1-232 as substrate. (B) MS/MS spectrum of the peptide precursor ion at m/z 572.97, 577.64 and 582.31 determining unmodified, mono- and di-methylated Lysine 116 in the peptide <sup>116</sup>KFAQSQPNSTTPVK<sup>131</sup> of Jarid2 fragment 1-232. (C) Schematic representation of human (top) and *Drosophila* (bottom) Jarid2 proteins. dJarid2 fragments used in (D) are shown. (D) KMT assay using mammalian PRC2 or dPRC2 as enzyme and dJarid2 aa fragments 1-232 or 1-516 as substrates, octamers (Oct) are used as positive control.

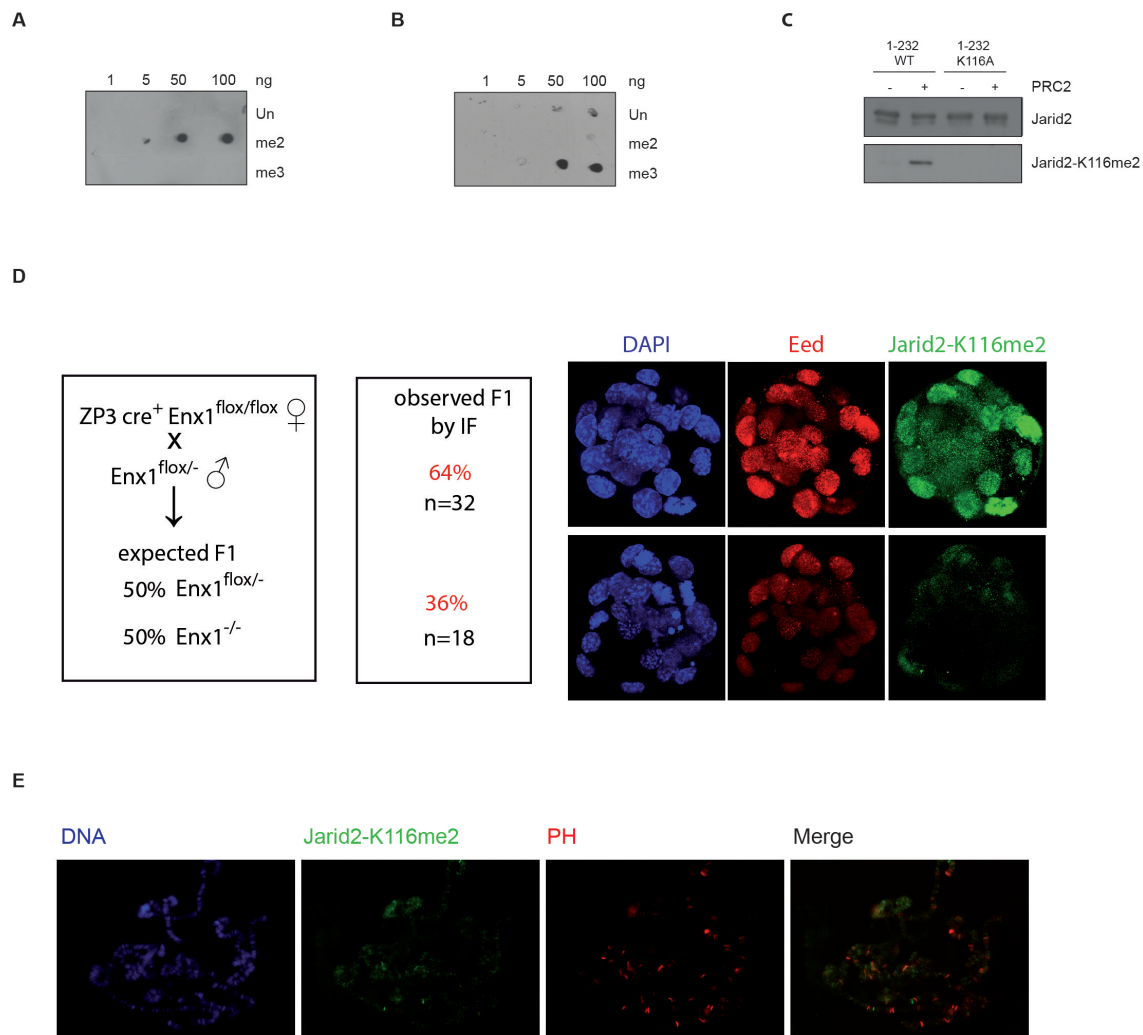

**Supplemental Figure 2** (Related to Fig 2)

(A and B) Dot blots showing the specificity of the Jarid2-K116me2 (A) and Jarid2-K116me3 (B) antibodies. The amounts of peptides correspond to Jarid2-K116 un- (Un), di- (me2) and tri- (me3) methylated peptides are indicated on top. (C) KMT assay using PRC2 as enzyme and Jarid2 fragment 1-232 WT or K116A mutant as substrates, followed by WB with the indicated antibodies, showing the specificity of the antibodies on recombinant methylated proteins. (D) IF staining of Jarid2-K116me2 in mouse blastocyst expected to be either Ezh2 f/- or Ezh2 -/- (maternal deletion using the Zp3-Cre). Nuclei are stained with DAPI. Embryos were harvested at 16 cell-stage. Ezh2 -/- embryos appeared mildly delayed. (E) *Drosophila* polytene chromosome staining performed on WT flies with the indicated antibodies.

A

|                                   | Jarid2 total        | Jarid2-K116me2      | Input               |
|-----------------------------------|---------------------|---------------------|---------------------|
| N. of sequenced reads             | 45 474 408          | 41 207 017          | 38 967 462          |
| N. of mapped reads (in%)          | 44 120 208 (97.05%) | 39 933 396 (96.91%) | 38 075 960 (97.71%) |
| N. reads after duplicates removal | 37 269 772 (84.47%) | 33 330 697 (83.46%) | 32 299 590 (84.82%) |

B

# Peaks

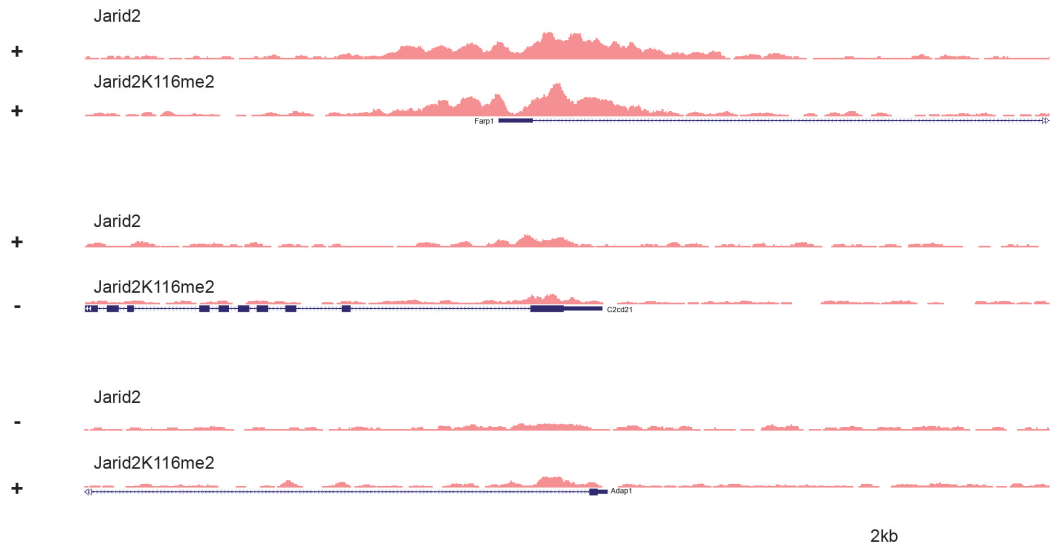

C

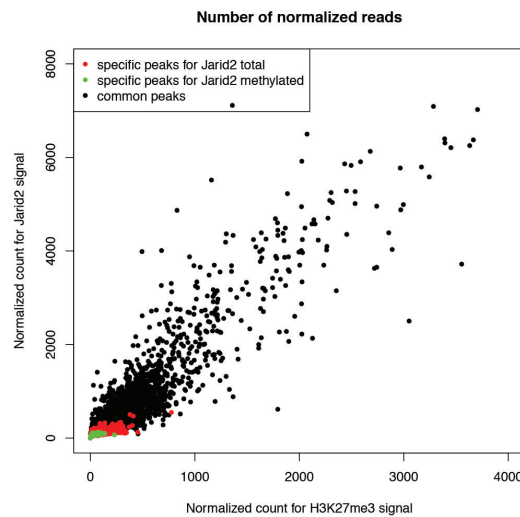

## Supplemental Figure 3 (Related to Fig 3)

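The table counts the reads at 3 steps: all reads sequenced, those mapped to the mouse genome, and those left once PCR duplicates had been removed. The last step left 37269772 reads for Jarid2, 33330697 for Jarid2-K116me2 and 32299590 for the input, as the paper reports them. These are the reads from which the peaks were called. They gave the 4992 Jarid2 peaks and 4502 Jarid2-K116me2 peaks of the deposited lists.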

(A) Number of sequenced and mapped reads in the Jarid2 and Jarid2-K116me2 ChIP-seq experiments. 

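The peak lists were searched for peaks within 5 kb of the 3 genes shown in the snapshots. Farp1 (ENSMUSG00000025555.8, chromosome 14 of mm9 from 121434422 to 121682966, plus strand) had a peak for both antibodies. The Jarid2 peak ran from 121433466 to 121437163 with a score of 1578.3 and the Jarid2-K116me2 peak from 121433642 to 121436456 with a score of 1943.4, both over the TSS. The gene printed as C2cd21 is C2cd2l in the annotation (ENSMUSG00000032120.9, chromosome 9 from 44117320 to 44128365, minus strand). It had a Jarid2 peak only, from 44127227 to 44128140 with a score of 112.5, whose midpoint lay in an exon 190 bp from an annotated TSS. Adap1 (ENSMUSG00000056413.9, chromosome 5 from 139747830 to 139801576, minus strand) had a Jarid2-K116me2 peak only, from 139800600 to 139801173 with a score of 110.2, whose midpoint lay in an intron 531 bp from an annotated TSS. Each score is from 1 sample, without replicates.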

(B) Snapshots of representative peaks common to total Jarid2 and Jarid2-K116me2 ChIP-Seq or specific for one of the two as indicated on the left. (C) Normalized read

counts for Jarid2 vs H3K27me3 ChIP-seq at total and methylated Jarid2 target peaks. Read counts for H3K27 were analyzed after extending Jarid2 peaks of 0,5kb on each side. Total Jarid2 ChIP-seq described in figure 3. H3K27me3 ChIP-seq (rescued Jarid2 WT cell) described in figure 7.

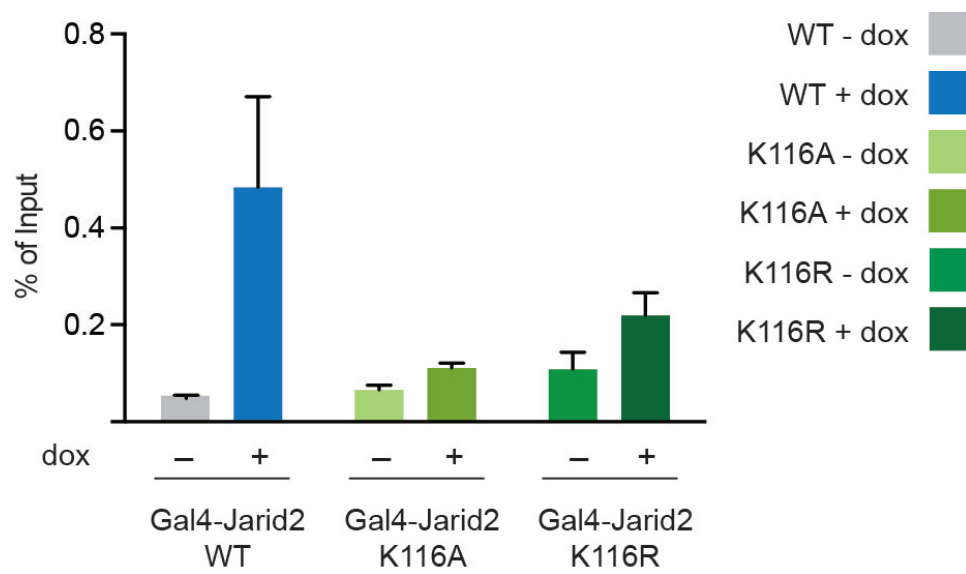

**Supplemental Figure 4** (Related to Fig 4)

ChIP performed on T-rex 293 Gal4-Jarid2 WT, K116A and K116R cell lines. H3K27me2/3 (7B11G5) antibody was used for ChIP. Y-axis represents percent of input (mean  $\pm$ SD,  $n \geq 2$ ).

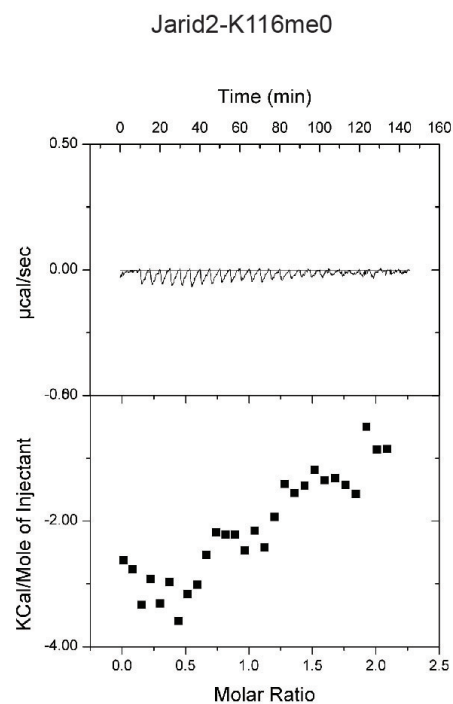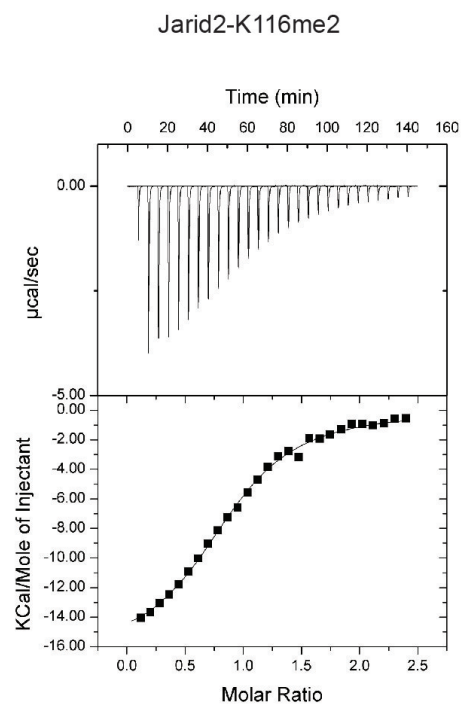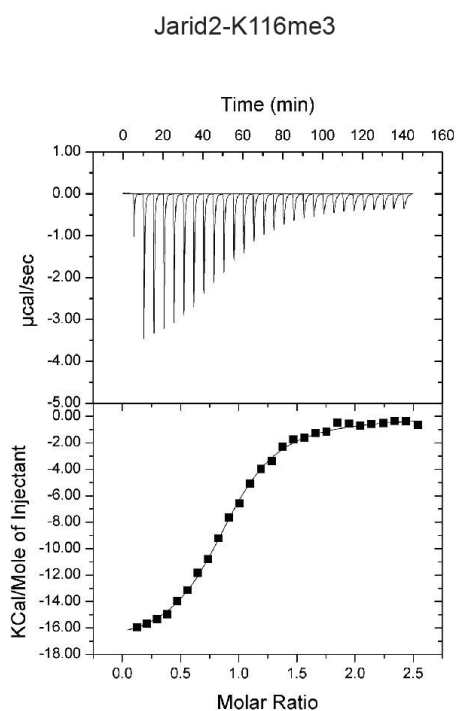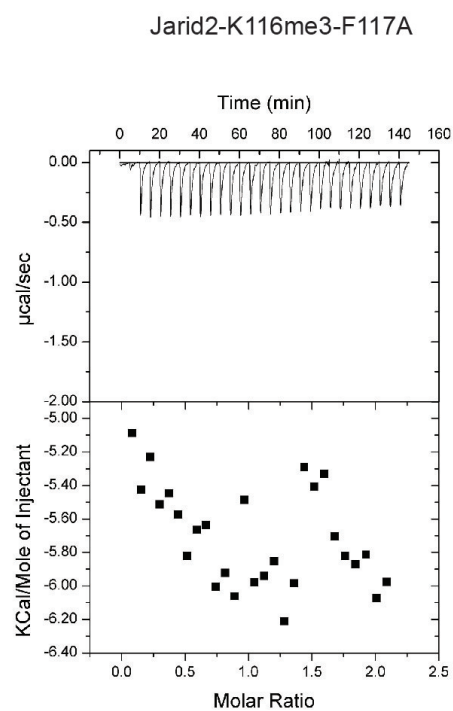

**Supplemental Figure 5** (Related to Fig 5)

ITC curves for Eed binding to the indicated peptides.

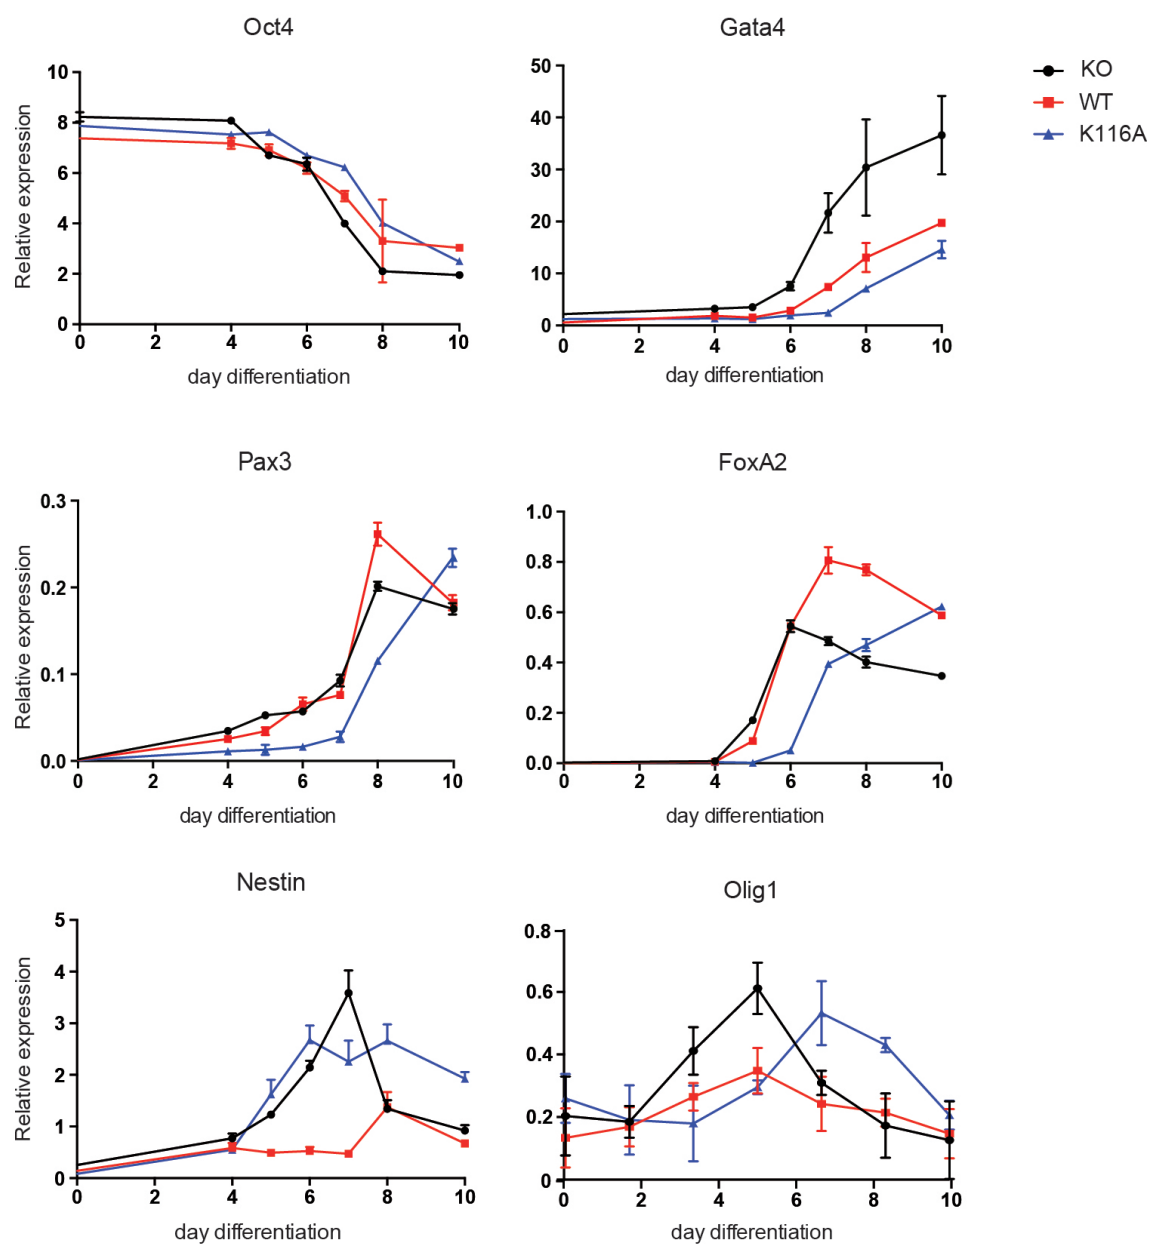

**Supplemental Figure 6** (Related to Fig 6)

Messenger RNA (mRNA) levels were quantified by RT-qPCR upon differentiation of ES into EB. Values are normalized to TBP mRNA and plotted as  $2^{-\Delta Ct}$  (mean  $\pm$ SD,  $n \geq 2$ ).

A

|                                          | INPUT DNA           | ES KO 1             | ES KO 2              | ES WT 1              | ES WT 2              | ES K116A 1           | ES K116A 2          |
|------------------------------------------|---------------------|---------------------|----------------------|----------------------|----------------------|----------------------|---------------------|
| Number of sequenced reads                | 24 473 481          | 37 226 259          | 30 922 074           | 45 301 618           | 34 207 213           | 37 046 449           | 37 673 884          |
| Number of mapped reads (in %)            | 23 936 060 (97.80%) | 36 389 538 (97.75%) | 30 289 660 (97.95% ) | 44 379 213 (97.96% ) | 33 473 130 (97.85% ) | 36 244 797 (97.84% ) | 36 811 247 (97.71%) |
| Number of reads after removed duplicates | 19 153 409 (80,02%) | 32 768 745 (90,05%) | 27 987 240 (92,4%)   | 40 698 850 (91,70%)  | 30 906 033 (92,33%)  | 33 031 511 (91,13%)  | 33 686 455 (91,51%) |
| Fragment length (from Bioanalyzer)       | 274bp               | 331bp               | 338bp                | 285bp                | 318bp                | 270bp                | 308bp               |

  

|                                          | EB KO 1             | EB KO 2             | EB WT 1             | EB WT 2             | EB K116A 1          | EB K116A 2          |
|------------------------------------------|---------------------|---------------------|---------------------|---------------------|---------------------|---------------------|
| Number of sequenced reads                | 40 834 363          | 52 059 975          | 28 162 928          | 26 575 175          | 37 277 365          | 62 108 749          |
| Number of mapped reads (in %)            | 40 010 529 (97.98%) | 51 039 232 (98.04%) | 27 560 912 (97.86%) | 25 997 552 (97.83%) | 36 460 560 (97.81%) | 60 767 850 (97.84%) |
| Number of reads after removed duplicates | 35 328 363 (88,3%)  | 45 461 882 (89,07%) | 25 088 395 (91,03%) | 23 887 572 (91,88%) | 32 921 572 (90,29%) | 53 790 640 (88,52%) |
| Fragment length (from Bioanalyzer)       | 327bp               | 364bp               | 342bp               | 364bp               | 322bp               | 352bp               |

B

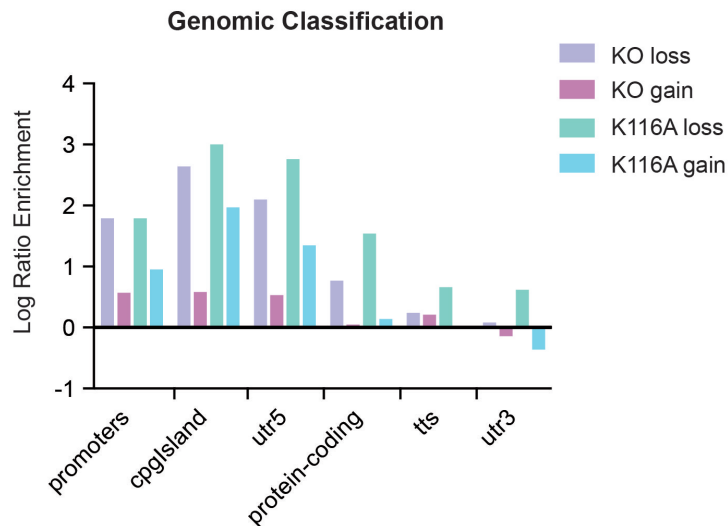

**Supplemental Figure 7** (Related to Fig 7)

(A) Number of sequenced and mapped reads in the H3K27me3 ChIP-seq experiments (3 cell lines both undifferentiated “ESC” or differentiated “EB”). (B) Genomic ontology of peaks gaining or loosing H3K27me3 during cell differentiation specifically in the Jarid2 KO or Jarid2 K116A cells.

## 2) Supplemental Table and Legend

|            | ES KO 1 | ES KO 2 | ES WT 1 | ES WT 2 | ES K116A 1 | ES K116A 2 | EB KO 1 | EB KO 2 | EB WT 1 | EB WT 2 | EB K116A 1 | EB K116A 2 |
|------------|---------|---------|---------|---------|------------|------------|---------|---------|---------|---------|------------|------------|
| ES KO 1    | 1       | 0,985   | 0,97    | 0,989   | 0,975      | 0,979      | 0,929   | 0,904   | 0,965   | 0,972   | 0,876      | 0,861      |
| ES KO 2    | 0,985   | 1       | 0,928   | 0,993   | 0,953      | 0,978      | 0,932   | 0,912   | 0,964   | 0,97    | 0,881      | 0,872      |
| ES WT 1    | 0,97    | 0,928   | 1       | 0,953   | 0,969      | 0,948      | 0,887   | 0,862   | 0,942   | 0,95    | 0,85       | 0,833      |
| ES WT 2    | 0,989   | 0,993   | 0,953   | 1       | 0,96       | 0,978      | 0,922   | 0,9     | 0,97    | 0,978   | 0,877      | 0,865      |
| ES K116A 1 | 0,975   | 0,953   | 0,969   | 0,96    | 1          | 0,99       | 0,918   | 0,897   | 0,953   | 0,956   | 0,917      | 0,905      |
| ES K116A 2 | 0,979   | 0,978   | 0,948   | 0,978   | 0,99       | 1          | 0,931   | 0,912   | 0,965   | 0,968   | 0,928      | 0,919      |
| EB KO 1    | 0,929   | 0,932   | 0,887   | 0,922   | 0,918      | 0,931      | 1       | 0,996   | 0,971   | 0,967   | 0,933      | 0,929      |
| EB KO 2    | 0,904   | 0,912   | 0,862   | 0,9     | 0,897      | 0,912      | 0,996   | 1       | 0,957   | 0,953   | 0,925      | 0,927      |
| EB WT 1    | 0,965   | 0,964   | 0,942   | 0,97    | 0,953      | 0,965      | 0,971   | 0,957   | 1       | 0,996   | 0,936      | 0,927      |
| EB WT 2    | 0,972   | 0,97    | 0,95    | 0,978   | 0,956      | 0,968      | 0,967   | 0,953   | 0,996   | 1       | 0,923      | 0,914      |
| EB K116A 1 | 0,876   | 0,881   | 0,85    | 0,877   | 0,917      | 0,928      | 0,933   | 0,925   | 0,936   | 0,923   | 1          | 0,995      |
| EB K116A 2 | 0,861   | 0,872   | 0,833   | 0,865   | 0,905      | 0,919      | 0,929   | 0,927   | 0,927   | 0,914   | 0,995      | 1          |

### Supplementary Table 1 (Related to Fig 7)

Pearson correlation between each ChIP-seq samples. 1 and 2 refer to biological replicates.

### **3) Supplemental Experimental procedures**

#### **Cloning**

dJarid2 clone LD17709 was obtained from the Drosophila Genomics Resource Center and the fragments 1-232 and 1-516 were cloned in pet102 for bacterial expression.

hJarid2 fragments were cloned in pET102 vector (Invitrogen) for bacterial expression.

#### **Site directed mutagenesis**

Lysine 116 was mutated to Alanine and Arginine following the QuikChange Site-Directed Mutagenesis Kit (Stratagene).

#### **Cell lines**

T-Rex 293 cells (Invitrogen) were grown according to the manufacturer's instructions. First, 5XGal4RE-tk-Luc-Neo plasmid was stably integrated into the cells and selected by G418. Subsequently, the selected clone was generated by stable transfection of pCDNA4-T0-Gal4-hJarid2 WT and K116A. Single clones are selected with zeocin (300 µg/ml) and screened for the expression of Gal4-Jarid2 48 hours after doxycycline induction at 1µg/ml (Sigma). Stable clones of 293T cell over-expressing pCMV4-HA-Flag-hJarid2 WT or K116A and resistant to G418 were screened for the expression of the Flag-tagged proteins by WB.

ESC were cultured on gelatin-coated dishes in DMEM media supplemented with 15% FBS, 100mM non essential amino acids, 0.1mM 2-mercaptoethanol, 1mM L-Glutamine (Invitrogen) and 103U/ml leukemia inhibitory factor (LIF) (ESG1107, Millipore).

ESC E14 and Eed<sup>-/-</sup> were cultured as previously described (Li et al., 2010). ΔEzh2 f/f ROSA Cre-ERT2 ESC were generated in E.H. laboratory. Jarid2<sup>-/-</sup> ESC were generously provided by S. Orkin.

*D. melanogaster* S2 cells were cultured in Schneider's Drosophila medium (Invitrogen) supplemented with 10% FBS at 25 °C.

#### **ESC differentiation**

EBs are formed by hanging drop method. Cells are diluted at 1000 cells/20µl drop in ESC media in absence of LIF. After 2 days EBs are flushed in low adherence plates.

#### **shRNA**

ShRNA were designed against hJarid2 accordingly to

<http://www.broadinstitute.org/rnai/public/seq/search>. Oligonucleotides were annealed and sub-cloned in the pLKO.1 vector (Addgene). Cells were infected and selected with 2 $\mu$ g/ml puromycin.

### **Luciferase Assay**

Luciferase reporter activities were measured in whole cell lysates using the Luciferase Assay System (Promega, #E15020) and Fluostar Optima BMG labtech luminometer. All experiments were done in biological and technical triplicates and normalized for protein concentration (Bradford).

### **Antibodies**

WB, ChIP and IF were performed using the following antibodies: polyclonal antibodies specific to Jarid2-K116 me2 and me3 were raised against a synthetic peptide H2N-CRLQAQRK(dimethyl)FAQSQ-CONH2 and CRLQAQRK(trimethyl)FAQSQ-CONH2 representing aa 109-121. The serum was first counter-selected on a column containing the unmodified peptide and subsequently affinity purified on the methylated peptide. Antibodies against Ezh2, Suz12, Jarid2 and H3K27me2/3 were previously described (Margueron et al., 2008); total H3 (39163) and H3K4me3 (39159) were purchased from Active Motif; Gal4 (06-262) for ChIP was purchased from Millipore; Gal4 for WB from Santa Cruz Biotechnologies (sc-510); H3K27me3 (ab6002) and Lamin B1 (ab16048) were purchased from Abcam; Flag M2 was purchased from Sigma (F1804); Oct4 (BD 611203) BD Biosciences. Eed antibody (M26) was kindly provided by A. Otte to E. H. Anti d-Jarid2 antibody was kindly provided by M. Yamaguchi and used 1:1000 for WB and 1:200 for polytene staining. Anti Ph antibody was kindly provided by G. Cavalli.

### **Nuclear Extract and Immunoprecipitation**

For nuclear extract preparation cells were incubated with buffer A (10mM Hepes pH 7.9, 2.5mM MgCl<sub>2</sub>, 0.25M sucrose, 0.1% NP40, 0.5mM DTT, 1mM PSMF) for 10 min on ice, centrifuged at 8000 rpm for 10 min, resuspended in buffer B (25mM Hepes pH 7.9, 1.5mM MgCl<sub>2</sub>, 700 mM NaCl, 0.5mM DTT, 0.1 mM EDTA, 20% glycerol), sonicated and centrifuged at 14000 rpm 15min.

For immunoprecipitation 1mg of nuclear extract was incubated with 1-3 $\mu$ g of antibody bound to protein A/G overnight. Then beads were washed three times with BC300 (50mM Tris pH7.9, 300mM KCl, 2mM EDTA, 10% Glycerol, and protease inhibitors), and eluted with

0.2 M glycine pH 2.6. For co-immunoprecipitation, samples were first dialyzed against BC250 (50mM Tris pH7.9, 250mM KCl, 2mM EDTA, 10% Glycerol, and protease inhibitors), and then immunoprecipitated.

### **Protein extract fractionation**

Cells are resuspended in buffer A<sub>1</sub> (10mM HEPES pH 7.9, 10mM KCl, 1.5mM MgCl<sub>2</sub>, 0.34M sucrose, 10% glycerol, 0.1% Triton-X 100, 1mM DTT), spin 5min 2000rpm to obtain the cytoplasm fraction. Nuclei are lysed in buffer B<sub>1</sub> (3mM EDTA, 0.2mM EGTA, 1mM DTT) for 30 min in rotation and spin 5min at 2500rpm to obtain the nuclear fraction. Pellets are resuspended in buffer C (10mM Pipes pH 6.8, 1mM CaCl<sub>2</sub>, 50mM NaCl) in presence of 2U of MNase and incubated at 37°C in shaking for 15 min. DNA digestion is stopped with EGTA 1mM final. Centrifugation 5min at 2500rpm separates chromatin soluble (supernatant) and chromatin insoluble (pellet) fractions. The pellet was solubilized in buffer C complemented with NaCl 1M final concentration and sonicated. All the buffers are supplement with protease inhibitors.

### **Dot Blot**

1, 5, 20, 100 ng of peptides were spotted on nitrocellulose membrane and let dry for 30 min. After 20 min blocking in 5% milk T-TBS, primary antibodies are incubated in 1% BSA Tween 0,5%-TBS for 30 min at RT, followed by secondary antibodies for 30 min at RT.

### **Cell lines**

First, 5XGal4RE-tk-Luc-Neo plasmid was stably integrated into the T-Rex 293 cells (Invitrogen) and selected by puromycin (1 µg/ml). Subsequently, the selected clone was generated by stable transfection of pCDNA4-T0-Gal4-hJard2 WT and K116A. Single clones are selected with zeocin (300 µg/ml) and screened for the expression of Gal4-Jard2 48 hours after doxycycline induction at 1µg/ml (Sigma).

Stable clones of 293T cell over-expressing pCMV4-HA-Flag-hJard2 WT or K116A and resistant to G418 were screened for the expression of the Flag-tagged proteins by WB.

### **Recombinant proteins purification**

Recombinant hJard2 fragments contain a 6XHis-tag and were produced in bacteria using the pET102 system. His-tagged proteins were purified on Ni-NTA beads in His buffer (350mM

NaCl, 0.5% NP40, 15% Glycerol, 10mM HEPES pH 7.6) and protease inhibitors. Elutions were performed in His Buffer plus 200mM Imidazole.

Recombinant mammals and flies PRC2, Aebp2, full length Jarid2 WT and K116A were Flag-tagged and all produced in SF9 insect cells after infection with the corresponding baculoviruses as described previously (Li et al., 2010; Margueron et al., 2009; Margueron et al., 2008). Lysates containing Flag-tagged proteins were resuspended in BC300, sonicated and clarified by centrifugation before incubation with Flag-beads (M2-beads) and eluted with Flag peptide.

### **Baculoviruses production**

hJarid2 WT and K116A baculoviruses were produced accordingly to Bac-to-Bac Baculovirus Expression Systems (Invitrogen) starting from pFASTbac vectors.

### **Native chemical ligation**

Sumo-Jarid2 109-450 N123G/S124C, N123G/S124C/K116A, or 124-450 S124C were cloned in pGEX-5X vectors (GE), expressed in bacteria, digested with sumo-protease and purified on SP-HP column (GE). Jarid2 124-450 S124C was purified by HPLC on a RP-C18 column (22 x 250 mm, Vydac) using the gradient 0 to 55% B in A over 30 min with a flow rate of 15 mL.min<sup>-1</sup> (A = 0.1 % CF<sub>3</sub>COOH in H<sub>2</sub>O, B = 0.1 % CF<sub>3</sub>COOH in CH<sub>3</sub>CN). Synthetic peptides were purchased from CS-Bio.

Jarid2 124-450 S124C (1.35 mg, 37 nmol) and the C-terminal thioester peptide K116me3 (1 equiv.) were dissolved in degassed ligation buffer (200 mM sodium phosphate, 6 M Guanidine, 2 mM EDTA, 50 mM tris(2-carboxyethyl)phosphine, 60 mM 4-mercaptophenylacetic acid, pH 7) to give a final concentration for each fragment of 0.5 mM. The reaction mixture was heated at 40 °C and monitored by analytical HPLC on a diPhenyl column (4.6 x 150 mm, Vydac) using the gradient 0 to 45 % B in A over 40 min with a flow rate of 1 mL.min<sup>-1</sup>. The reaction was completed in 5 hours and the ligation product Jarid2 K116me3 was purified by HPLC and characterized by MALDI-TOF MS. Lyophilized proteins were resuspended in 7M urea and dialyzed against BC250 containing protease inhibitors.

### **KMT assay**

KMT assay were performed as described previously (Margueron et al., 2009). Briefly, the reaction containing 200ng of PRC2-Aebp2, 1 µg of substrates, 4mM DTT was incubated in methylation reaction buffer (50mM Tris-HCl pH 8.5, 2.5mM MgCl<sub>2</sub>) in presence of <sup>3</sup>H-SAM at 30°C for 15 min or 30 min.

Reactions were stopped by boiling 5 min in SDS Laemmli buffer, run on acrylamide gels and transferred on PVDF membranes. When added to the reaction, peptides are at 10-50 $\mu$ M concentrations. Nucleosomes were generated by salt dialysis. H3K27me3 nucleosomes were generated as described in Voigt et al., 2013.

### **Mass spectrometry analysis**

Cold-KMT assay was performed as described above in the presence of PRC2 on the recombinant Jarid2 1-232 fragment with 50 $\mu$ M cold SAM (Sigma). The reaction was stopped by boiling 5 min in SDS Laemmli buffer and run on acrylamide gel. After Coomassie coloration, the band was cut out, washed and proteins were reduced with 10 mM DTT prior to alkylation with 55  $\mu$ M Iodoacetamide. After washing and shrinking of the gel pieces with 100% acetonitrile, in-gel digestion was performed using trypsin overnight in 25 mM ammonium bicarbonate at 30°C. The extracted peptides were analysed by nano-LC-MS/MS using an Ultimate3000 system (Dionex S.A.) coupled to a QSTAR Elite mass spectrometer (Applied Biosystems/MDS SCIEX). Samples are loaded on a C18 precolumn (300  $\mu$ m inner diameter x 5 mm; C18 PepMap<sup>TM</sup> guard column, Dionex S. A.) at 20  $\mu$ l/min in 100% solvent A (2% acetonitrile, 0.1% acid formic). After 3 min of desalting, the precolumn was switched on line with the analytical C18 column (75  $\mu$ m inner diameter x 50 cm; C18 PepMap<sup>TM</sup>, Dionex S. A.) equilibrated in 95% solvent A. Bound peptides were eluted using a 60 min linear gradient (from 5% to 50% (v/v)) of solvent B (80% acetonitrile, 0.085% formic acid) at a 200 nl/min flow rate. TOF-MS survey scan was acquired for 1 s over a mass range of 400-1200 m/z. An information-dependent acquisition method was used to acquire product ion scans on the three most intense ions per cycle over a mass range of 65-2000 m/z, excluding previously gated ions for 60s.

The resulting spectra were then analyzed using the Mascot<sup>TM</sup> search engine against an in-house database (Jarid2 fragment 1-232) and the SwissProt Mus. musculus (house mouse) Protein Database (2013 06 03, 16620 sequences). For all experiments, a precursor ion mass tolerance of 0.2 Da was applied allowing up to 3 miss-cleavages. The fragment ion mass tolerance was set to 0.2 Da. Protein N-terminal acetylation, carbamidomethylation of cysteines, oxidation of methionine and methylation, dimethylation and trimethylation of Lysines were set as variable modifications and no fixed modifications were set. All peptide matches were validated in myProMS (Poullet et al., 2007) with the estimated false discovery rate (FDR) less than 1%.

### **ΔEed-Jarid2K116me3 crystal**

The ΔEed protein was prepared as previously described (Margueron et al., 2009). For the crystallization trials, protein solutions were prepared as a ΔEed complex solution at 1.5 mg ml<sup>-1</sup> with peptide at a sevenfold higher molar ratio. All protein solutions contained TCEP at 15 mM concentration. Crystals were grown at 18 °C using the vapour diffusion technique in hanging drops. Drops were prepared by mixing equal volumes of ΔEed protein complex with reservoir solution containing 3.7–3.9 M formate solution. Crystals were transferred into mother liquor with 5–10% glycerol before flash cooling in liquid nitrogen. Diffraction data for the Jarid2-K116me3 and me2 protein complex crystals were collected using an in-house MicroMax 007HF rotating anode coupled to a RaxisIV++ detector at Diamond Light Source on Beamline IO2 at a wavelength of 0.9795 Angstrom. Data were integrated using Denzo and scaled with Scalepack. The protein complex crystal structures were solved by molecular replacement using PHENIX and the previously published ΔEed structure as the search model. Standard refinement was carried out with refmac5 together with manual model building with Coot. Figures were created with Pymol (DeLano Scientific; <http://pymol.sourceforge.net/>).

### **Alkaline Phosphatase and Colony formation assay**

Alkaline Phosphatase staining was performed with the Stamgent Alkaline Phosphatase Staining Kit (Milteny Biotec SAS). For colony formation assay, 100 or 500 cells were plated on gelatin-coated 6 well plates and let grown for 7 days, before staining with methylene blue solution (0.2% methylene blue in 70% ethanol) and washes with 70% ethanol.

### **Cell growth assay**

50000 cells were plated in 6 well dishes in triplicated and counted every 24 hours over 4 days.

### **ESC immunofluorescence**

Cells are grown on coverslips, fixed 4% paraformaldehyde 5min at RT, permeabilized with 0.5% Triton-X 100 in PBS 5 min RT, blocked with 20% goat serum in PBS and incubated overnight with primary antibody: Oct4 1:500, Jarid2 1:500, Ezh2 1:500, Jarid2-K116me2 1:750. Alexa Fluor Dyes secondary antibodies (Invitrogen) are used 1:500.

### **Mouse embryo collection and immunostaining**

All animals used in the studies were handled with care and experiments were done according to the guidelines from French legislation and institutional policies. Preimplantation embryos were obtained from superovulated female mice (4-to-8-weeks-old). They were collected in M2

medium (Sigma) by flushing the uterus at 68h (for 16-cell stage) or 92h (for blastocyst) after hCG (human chorionic gonadotropin) injection. Wild-type embryos were obtained from B6D2F1 intercrosses.

Maternal and paternal Ezh2-deficient embryos were generated from mating between Ezh2<sup>Flox</sup>/Flox Zp3 cre<sup>+/-</sup> females with Ezh2<sup>KO/+</sup> or <sup>KO/Flox</sup> males. Immunofluorescence was carried out as described previously (Torres-Padilla et al. 2006), with some modifications. After removal of the zona pellucida with acid Tyrode's solution (Sigma), embryos were fixed in 4% paraformaldehyde, 0,2% sucrose, 0.04% Triton-X100 and 0.3% Tween20 in PBS for 15 min at 37°C. After permeabilization with 0.5% Triton-X100 in PBS for 30 minutes at room temperature, embryos were washed in PBStp (0.05% Triton-X100; 1mg/ml polyvinyl pyrrolidone (PVP-Sigma)) then blocked and incubated with anti Jarid2-K116me2 (1/400) and anti Eed (1/100; M26) antibodies in 1% BSA, 0.05% Triton-X100 for ~16h at 4°C. Embryos were washed in PBStp twice and blocked 30 minutes in 1% BSA in PBStp and incubated for 2h with Alexa conjugated anti rabbit or anti mouse antibodies (Invitrogen/Molecular probes) at room temperature. After washing, embryos were mounted in Vectashield (Clinisciences) containing DAPI for visualizing the DNA. Image were acquired on a Zeiss LSM700 inverted confocal microscope with a Plan apo DICII (numerical aperture 1.4) 63x oil objective. Z sections were taken every 1 mm Images were analyzed using ImageJ software.

### **Fly Embryo and S2 collection and immunostaining**

*Drosophila melanogaster* flies were raised in standard corn meal yeast extract medium at 25°C. The Oregon-R line was obtained from A. Bardin's laboratory.

For Western blot experiments, 0-12h old *Drosophila* embryos grown at 25°C were dechorionated and taken up in ice-cold PBS buffer containing 0.01% Triton. Embryos were homogenized with a homogenizer in 2x SDS–Laemmli buffer. For Western blot experiments on S2 cells, cells were detached from a flask, wash once in PBS, resuspended in lysis buffer (10 mM Tris pH8, 150 mM NaCl, 50 mM KCl, 0,3% Triton, 1mM EDTA, 1mM DTT and added 5x SDS Laemmli buffer.

### **Immunostaining of polytene chromosome**

Polytene chromosome-staining procedures were adapted from a previously described protocol (Lavrov et al., 2004). For Jarid2-K116me2/PH double immunostaining, rabbit anti-Jarid-K116me2 and goat anti-PH antibodies were used.

### **RT-qPCR**

Total RNA was isolated using the Rneasy Mini Kit (Qiagen). cDNA was synthesized using High Capacity cDNA RT kit (4368814-Applied Biosystems) and quantitative PCR was performed with technical triplicate using SYBR green reagent (Roche) on a ViiA7 equipment (Applied Biosystems). At least three biological independent experiments were performed for each assay and negative controls RT are always included. Primers sequences are provided below.

### ChIP

ChIPs were performed as described previously (Margueron et al., 2008). Cell confluence and amount of starting material were kept constant by plating defined number of cells the day before cross-linking. Primers sequences for ChIP and RT-qPCR are provided below:

| Name      | Application | Sequence                  |                           |
|-----------|-------------|---------------------------|---------------------------|
| Luc_FW    | ChIP        | GTGTTGGGCGCGTTATTTAT      |                           |
| Luc_Rv    | ChIP        | TACGGTAGGCTGCGAAATGT      |                           |
| Oct4_FW   | RT-qPCR     | CTCCCGAGGAGTCCCAGGACAT    | <i>Shen et al, 2009</i>   |
| Oct4_Rv   | RT-qPCR     | GATGGTGGTCTGGCTGAACACCT   | <i>Shen et al, 2009</i>   |
| Gata4_FW  | RT-qPCR     | CACAAGATGAACGGCATCAACC    | <i>Pasini et al, 2010</i> |
| Gata4_Rv  | RT-qPCR     | CAGCGTGGTGGTGGTAGTCTG     | <i>Pasini et al, 2010</i> |
| Pax3_FW   | RT-qPCR     | TCCCATGGTTGCGTCTCTAAG     | <i>Pasini et al, 2010</i> |
| Pax3_Rv   | RT-qPCR     | CTCCACGTCAGGCGTTGTC       | <i>Pasini et al, 2010</i> |
| Foxa2_FW  | RT-qPCR     | GATGGAAGGGCACGAGCC        | <i>Pasini et al, 2010</i> |
| Foxa2_Rv  | RT-qPCR     | GTATGTGTTTCATGCCATTCATCCC | <i>Pasini et al, 2010</i> |
| Nestin_FW | RT-qPCR     | GCCTATAGTTCAACGCCCCC      | <i>Pasini et al, 2010</i> |
| Nestin_Rv | RT-qPCR     | AGACAGGCAGGGCTAGCAAG      | <i>Pasini et al, 2010</i> |
| Olig1_FW  | RT-qPCR     | TGAATCCCACCTGTTTAGAGCC    | <i>Pasini et al, 2010</i> |
| Olig1_Rv  | RT-qPCR     | CGATGCTCACGGATACGAGAATAG  | <i>Pasini et al, 2010</i> |

### ChIP-Seq

ChIP was performed as described above starting from 25 µg of chromatin; magnetic Dynabeads coupled to Protein A were used for the IP (Invitrogen). Sonication was performed to obtain fragment size of 150-300 bp. Libraries were prepared accordingly to manufactures (TruSeq ChIP sample Prep Kit, Illumina). Sequencing was performed on a Illumina Hi-Seq 2500. Single-end 100bp reads were mapped on the Mouse reference genome (mm9) using the Bowtie2 software (Langmead and Salzberg, 2012) allowing one mismatch in the seed (22bp) and reporting one location in case of multiple mapping hits. PCR duplicates were then removed using PicardTools (v1.65, <http://picard.sourceforge.net>).

*Jarid2 and Jarid2-K116me2 ChIP-seq:*

Peak calling was performed with MACS (v1.4.2, (Zhang et al., 2008)) with default parameters, using the Input sample as control. 

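The lists hold the peaks that passed this filter. The peaks kept the numbers MACS had given them, which ran up to 5260 for Jarid2 and 5393 for Jarid2-K116me2. Of these numbers, 268 (5.1%) were absent from the Jarid2 list and 891 (16.5%) from the Jarid2-K116me2 list. The lists held 4992 and 4502 peaks. The FDR of each peak was not in the files, and the lowest scores among the kept peaks were 62.07 and 91.86.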

Significant peaks were identified with a minimum FDR of 0,15%. The HOMER software (v3.17, <http://biowhat.ucsd.edu/homer/>) was used to analyze peaks results. 

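Peaks of the 2 antibodies that overlapped by at least 1 bp were merged into 5001 regions. Of these, 3896 held peaks of both antibodies, 1045 only Jarid2 peaks and 60 only Jarid2-K116me2 peaks. Counted over regions, 78.9% of those with a Jarid2 peak held a Jarid2-K116me2 peak and 98.5% of those with a Jarid2-K116me2 peak held a Jarid2 peak. Among the common regions, 360 held more than 1 Jarid2-K116me2 peak and 51 more than 1 Jarid2 peak.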

Overlapping peaks between the two conditions were detected, quantified and annotated. A gene Ontology analysis was performed with genes near to peaks and the read count histograms around TSS (+/- 3kb) were generated. The genome tracks were generated using the HOMER software by a normalizing library size of 40M reads.

#### *H3K27me3 ChIP-seq:*

Peak calling was performed with MACS2 (v2.0.10, (Zhang et al., 2008)) with a DNA fragment size estimated during library preparation, using the Input sample as control. The *broad* parameter was used to call for modified-histone enriched regions. Significant peaks were identified with a minimum FDR of 5%. The Bioconductor Diffbind package (v1.6.2, (Ross-Innes et al., 2012)) was used to detect differential binding sites, with a minimum FDR of 5% and a minimum fold change of 1.5. The set of peaks used to compare undifferentiated ES and EB cell lines was defined using the higher quality samples (replicates 2).

Peaks called differential between ES and EB in one specific condition were annotated with HOMER (v4.3). Genome ontology analysis was done with all differential peaks. Genome tracks were generated using the HOMER software with a DNA fragment size estimated during library preparation.

#### 4) Supplemental Bibliography

- Langmead, B., and Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie 2. *Nature methods* 9, 357-359.
- Li, G., Margueron, R., Ku, M., Chambon, P., Bernstein, B.E., and Reinberg, D. (2010). Jarid2 and PRC2, partners in regulating gene expression. *Genes & development* 24, 368-380.
- Margueron, R., Justin, N., Ohno, K., Sharpe, M.L., Son, J., Drury, W.J., 3rd, Voigt, P., Martin, S.R., Taylor, W.R., De Marco, V., *et al.* (2009). Role of the polycomb protein EED in the propagation of repressive histone marks. *Nature* 461, 762-767.
- Margueron, R., Li, G., Sarma, K., Blais, A., Zavadil, J., Woodcock, C.L., Dynlacht, B.D., and Reinberg, D. (2008). Ezh1 and Ezh2 maintain repressive chromatin through different mechanisms. *Molecular cell* 32, 503-518.
- Pasini, D., Cloos, P.A., Walfridsson, J., Olsson, L., Bukowski, J.P., Johansen, J.V., Bak, M., Tommerup, N., Rappsilber, J., and Helin, K. (2010). JARID2 regulates binding of the Polycomb repressive complex 2 to target genes in ES cells. *Nature* 464, 306-310.
- Poullet, P., Carpentier, S., and Barillot, E. (2007). myProMS, a web server for management and validation of mass spectrometry-based proteomic data. *Proteomics* 7, 2553-2556.
- Ross-Innes, C.S., Stark, R., Teschendorff, A.E., Holmes, K.A., Ali, H.R., Dunning, M.J., Brown, G.D., Gojis, O., Ellis, I.O., Green, A.R., *et al.* (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature* 481, 389-393.
- Zhang, Y., Liu, T., Meyer, C.A., Eeckhoutte, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., *et al.* (2008). Model-based analysis of ChIP-Seq (MACS). *Genome biology* 9, R137.

# Supplementary material for: Jarid2 Methylation via the PRC2 Complex Regulates H3K27me3 Deposition during Cell Differentiation
**Source:** Mol Cell. 2015 Mar 5;57(5):769–83. doi: 10.1016/j.molcel.2014.12.020
**Supplement:** Document S2. Article plus Supplemental Information

# Jarid2 Methylation via the PRC2 Complex Regulates H3K27me3 Deposition during Cell Differentiation

## Graphical Abstract

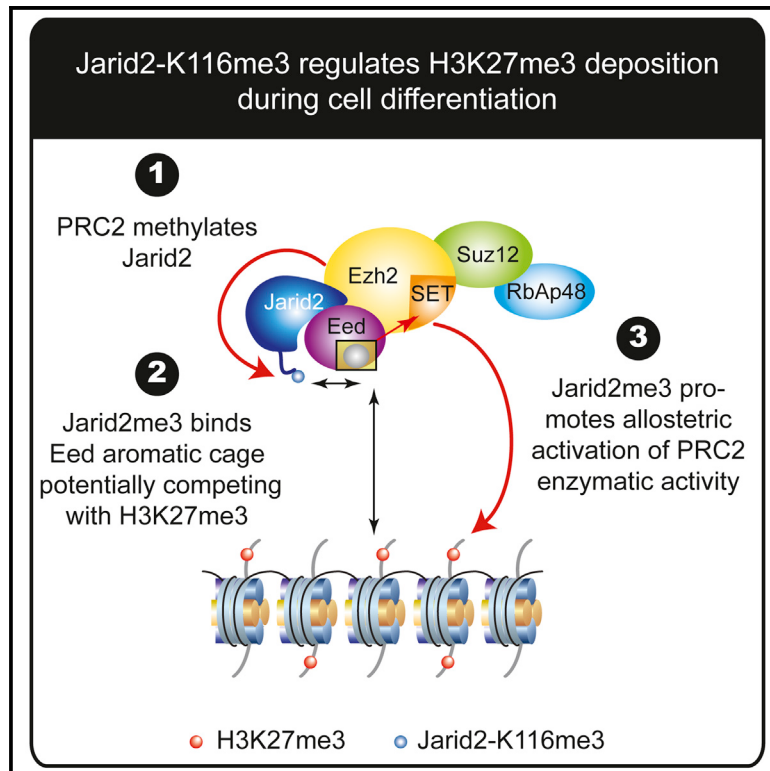

## Authors

Serena Sanulli, Neil Justin, ..., Edith Heard, Raphaël Margueron

## In Brief

Methylation of H3K27 by the Polycomb complex PRC2 is essential for maintaining transcriptional silencing. Sanulli et al. report that Jarid2, a cofactor of this complex is also methylated by PRC2. Reciprocally, methylated Jarid2 regulates PRC2 enzymatic activity creating a regulatory loop.

## Highlights

- PRC2 methylates Jarid2 on K116
- Jarid2 methylation promotes PRC2 activity
- H3K27me3 and Jarid2-K116me3 bind to the aromatic cage of Eed
- Jarid2 methylation regulates H3K27me3 deposition during ESC differentiation

## Accession Numbers

GSE55630

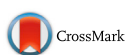

# Jarid2 Methylation via the PRC2 Complex Regulates H3K27me3 Deposition during Cell Differentiation

Serena Sanulli,<sup>1,2,3</sup> Neil Justin,<sup>4</sup> Aurélie Teissandier,<sup>1,5,8</sup> Katia Ancelin,<sup>1,2,3</sup> Manuela Portoso,<sup>1,2,3</sup> Matthieu Caron,<sup>1,2,3</sup> Audrey Michaud,<sup>1,2,3</sup> Berangère Lombard,<sup>1,7</sup> Simao T. da Rocha,<sup>1,2,3</sup> John Offer,<sup>4</sup> Damarys Loew,<sup>1,7</sup> Nicolas Servant,<sup>1,5,8</sup> Michel Wassef,<sup>1,2,3</sup> Fabienne Burlina,<sup>6</sup> Steve J. Gamblin,<sup>4</sup> Edith Heard,<sup>1,2,3</sup> and Raphaël Margueron<sup>1,2,3,\*</sup>

<http://dx.doi.org/10.1016/j.molcel.2014.12.020>

## SUMMARY

Polycomb Group (PcG) proteins maintain transcriptional repression throughout development, mostly by regulating chromatin structure. Polycomb Repressive Complex 2 (PRC2), a component of the Polycomb machinery, is responsible for the methylation of histone H3 lysine 27 (H3K27me2/3). Jarid2 was previously identified as a cofactor of PRC2, regulating PRC2 targeting to chromatin and its enzymatic activity. Deletion of Jarid2 leads to impaired orchestration of gene expression during cell lineage commitment. Here, we reveal an unexpected crosstalk between Jarid2 and PRC2, with Jarid2 being methylated by PRC2. This modification is recognized by the Eed core component of PRC2 and triggers an allosteric activation of PRC2's enzymatic activity. We show that Jarid2 methylation is important to promote PRC2 activity at a locus devoid of H3K27me3 and for the correct deposition of this mark during cell differentiation. Our results uncover a regulation loop where Jarid2 methylation fine-tunes PRC2 activity depending on the chromatin context.

## INTRODUCTION

Appropriate gene expression patterns in distinct cell lineages need to be set during embryogenesis and perpetuated during the lifespan of an organism. Polycomb group (PcG) proteins are known to take part in the maintenance of gene repression mostly through chromatin regulation (Margueron and Reinberg, 2011). Polycomb Repressive Complex 2 (PRC2), a key component of the Polycomb machinery, is composed of four core components: the catalytic subunit Ezh1/2, Suz12, Eed, and RbAp46/

48. PRC2 is responsible for the di- and tri-methylation of histone H3 at lysine 27 (H3K27me2/3), a histone mark that correlates with silent or poorly transcribed genomic regions (Simon and Kingston, 2013). In addition to the core components of PRC2, several cofactors were shown to interact with this complex and to modulate both its binding to chromatin and its enzymatic activity (Margueron and Reinberg, 2011).

The molecular mechanisms responsible for PRC2 recruitment to chromatin are still unclear. Two models have been proposed (Klose et al., 2013; Voigt et al., 2013). A first “instructional” model proposes that PRC2 recruitment relies either on transcription factors (TFs) or on long non-coding RNAs (lncRNAs). Several studies support this hypothesis, with the examples of the lncRNAs Xist (Maenner et al., 2010; Zhao et al., 2008), HOTAIR (Rinn et al., 2007), or Kcnq1ot1 (Pandey et al., 2008; Redrup et al., 2009) and of TFs such as YY1 (Palacios et al., 2010; Woo et al., 2010, 2013) or Snail (Herranz et al., 2008). However, the nature and the relevance of the interactions between PRC2 and lncRNAs or TFs are not yet clear (Brockdorff, 2013).

A second “responsive” model relies on the observation that chromatin structure modulates PRC2 recruitment and functions. Several studies have shown that PRC2 activity is regulated by marks already present on chromatin. For example, the H3K4me3 and H3K36me3 marks associated to active transcription are reported to prevent the methylation of H3K27 by PRC2 when present on the same histone tail (Schmitges et al., 2011; Voigt et al., 2012; Yuan et al., 2011). In contrast, PRC2 enzymatic activity is stimulated by H3K27me3 via specific interactions between the methylated lysine 27 and the aromatic cage of Eed (Margueron et al., 2009) and by H2A ubiquitination (H2AUb) through a less defined molecular mechanism (Blackledge et al., 2014; Cooper et al., 2014; Kalb et al., 2014).

Other chromatin features have also been shown to impact PRC2/chromatin interaction such as DNA methylation (Bartke et al., 2010) and nucleosome density (Simon and Kingston, 2013; Yuan et al., 2012). In addition, PRC2 cofactors actively contribute to “sensing” chromatin structure. For instance, the

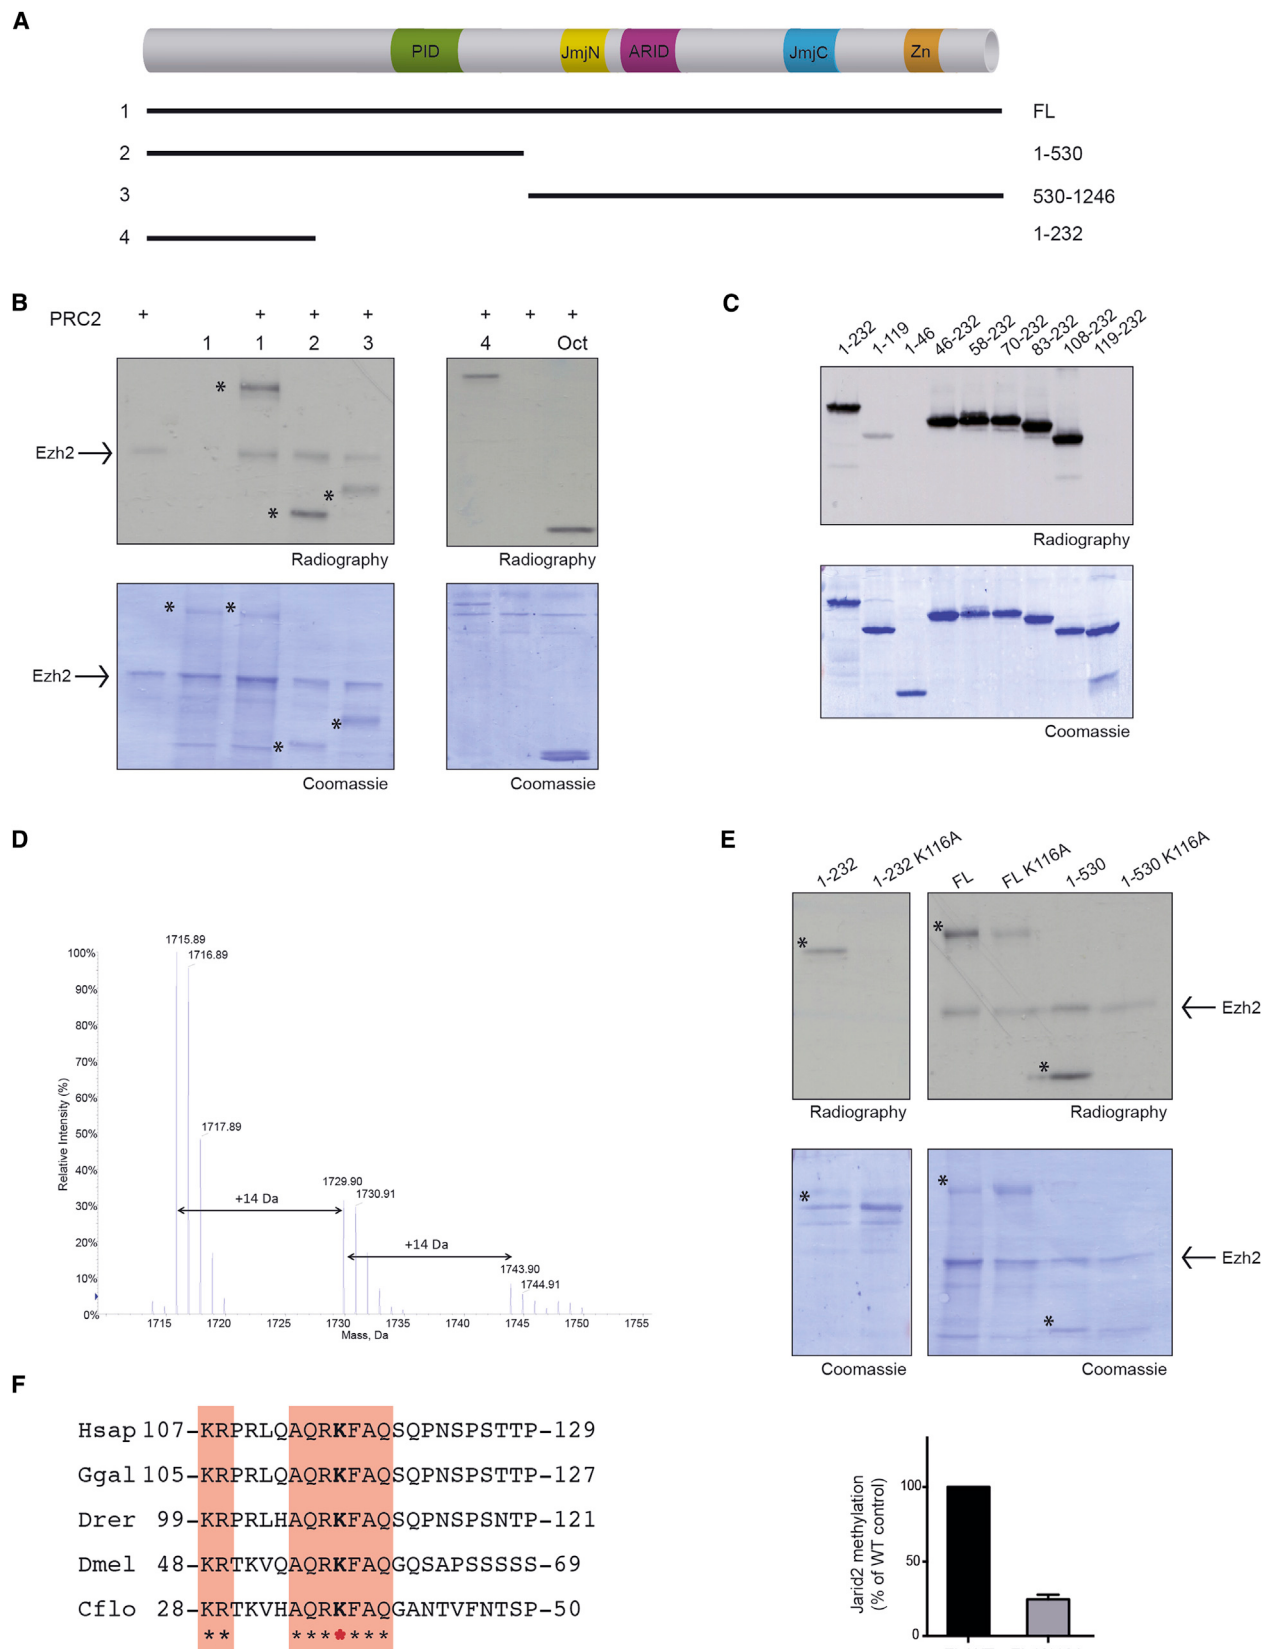

(legend on next page)

PCL proteins were recently reported to recognize H3K36me3 (Brien et al., 2012; Cai et al., 2013; Musselman et al., 2012; Qin et al., 2013) and both the cofactors Aebp2 and Jarid2 have putative DNA binding domains (Kim et al., 2004, 2009). Of note, transcription can modulate PRC2 function not only through its impact on chromatin but also through PRC2 interaction with nascent RNA transcripts (Davidovich et al., 2013; Kaneko et al., 2013; Kanhere et al., 2010).

Jarid2, a member of the *Jumonji* family of proteins (Klose et al., 2006), is a developmental regulator, which is necessary for proper mouse development and embryonic stem cell (ESC) differentiation (Landeira and Fisher, 2011). However, unlike other members of the *Jumonji* family of proteins, Jarid2 has no histone demethylase activity. Previous studies showed that it interacts with PRC2 complex (Landeira et al., 2010; Li et al., 2010; Pasini et al., 2010; Peng et al., 2009; Shen et al., 2009). PRC2 and Jarid2 mostly co-localize at chromatin in ESC (Landeira et al., 2010; Li et al., 2010; Pasini et al., 2010; Peng et al., 2009; Shen et al., 2009) and Jarid2 depletion reduces PRC2 enrichment at chromatin, leading to the hypothesis that Jarid2 may act to recruit PRC2 (Pasini et al., 2010). In support of this, we recently demonstrated that Jarid2 has a nucleosome-binding domain that stabilizes PRC2 binding to chromatin (Son et al., 2013), interaction that could be modulated by lncRNAs (Kaneko et al., 2014). Notably, reduced occupancy of PRC2 at chromatin in the absence of Jarid2 does not translate into substantial decrease of H3K27me3 enrichment, suggesting that Jarid2 could constrain PRC2 enzymatic activity. However, several studies have now shown that Jarid2 positively regulates PRC2 activity (Li et al., 2010; Son et al., 2013; Zhang et al., 2011). Overall, although there is a consensus on the importance of Jarid2 as regulator of PRC2, how exactly it modulates PRC2 and H3K27me3 deposition is far from clear.

In this study, we investigate the interplay between Jarid2 and PRC2 and explore how this cofactor regulates H3K27me3 deposition and PRC2 function. We show that Jarid2 is a substrate for PRC2 and we characterize Jarid2 methylation in relation to PRC2 activity by a combination of biochemical, genomic, and in vivo approaches. Our study reveals that Jarid2 methylation participates in a unique regulatory mechanism controlling PRC2 catalytic activity and is required for the proper deposition of H3K27me3 during cell differentiation.

## RESULTS

### PRC2 Methylates Jarid2 at K116 In Vitro

The function of PRC2 in maintaining gene silencing is thought to mostly rely on its methyltransferase activity toward H3K27.

Hence, in vivo mutation of H3K27 to arginine leads to the same phenotypes as deletion of PRC2 components (Pengelly et al., 2013). By performing Lysine Methyl-Transferase (KMT) assays in vitro with PRC2 and Jarid2, we observed that Jarid2 is methylated by PRC2 both when this complex is reconstituted around Ezh2 or Ezh1 (Figure S1A).

We produced different Jarid2 recombinant fragments (Figure 1A) that we used as substrates for in vitro KMT assays and we identified the main methylation site within Jarid2 1-232 N-terminal fragment (Figure 1B). Since the methylation is abrogated in the absence of amino acids (aa) 108 to 119 (Figure 1C) and thanks to mass spectrometry analysis, we identified that K116 is methylated in vitro (Figures 1D and S1B). Under the assay conditions, PRC2 catalyzed the mono- and di-methylation of Jarid2. We confirmed that Jarid2-K116 is the main target of PRC2 by generating a point mutation of K116 to alanine (K116A) in Jarid2 fragments or in the full-length protein (Figure 1E). Of note, we could detect the existence of a second minor site of methylation within the C-terminal of Jarid2, which represents about 20% of Jarid2 methylation signal (Figure 1B, fragment 3, Figure 1E). Since we could not confirm its existence in vivo (data not shown), we focused hereafter exclusively on the role of Jarid2-K116 methylation.

Given the conservation of the Polycomb machinery throughout evolution, we asked to what extent the K116 residue is conserved between different species. Strikingly, all the organisms expressing a homolog of Jarid2 that we analyzed harbored an identical stretch of seven amino acids centered on the methylated lysine (Figure 1F). In addition, PRC2 reconstituted with components from *Drosophila* was able to methylate a fragment of dJarid2 (formerly dJmJ) containing this conserved aa stretch surrounding the K46 residue (Figures S1C and S1D).

Our results therefore demonstrate that an evolutionary conserved lysine localized within the N terminus of Jarid2 is methylated in vitro by PRC2.

### Jarid2 Di- and Tri-Methylation Occurs In Vivo

To test whether Jarid2 is methylated in vivo, we generated antibodies recognizing both Jarid2 di-methylated and tri-methylated at K116 (Jarid2-K116me2 and Jarid2-K116me3). We verified the specificity of these antibodies by dot blot on peptides and by western blot on in vitro methylated recombinant proteins (Figures S2A, S2B, and S2C). Western blot on nuclear extract of ESC line (E14) showed a robust signal, both for the di- and tri-methylated Jarid2-K116 antibodies, which was completely lost in ESC constitutively knocked out (KO) for *Eed* or conditionally KO for *Ezh2* (SET domain deletion) (Figure 2A). We additionally performed competition experiment

**Figure 1. PRC2 Methylates Jarid2 at K116 In Vitro**

- (A) Schematic representation of Jarid2 protein showing the annotated domains and the fragments used in KMT assays. PID, PRC2-interaction domain.  
 (B) KMT assay performed with PRC2-Ezh2 as enzyme and either Jarid2 fragments described in (A) or octamers (Oct) as substrates.  
 (C) KMT assay performed with PRC2-Ezh2 as enzyme and Jarid2 fragments as labeled on the top.  
 (D) ESI mass spectrum showing non-(m/z 572.97), mono-(m/z 577.64), and di-(m/z 582.31) methylation at Lysine 116 in the peptide  $^{116}\text{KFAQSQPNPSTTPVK}^{131}$  of Jarid2 fragment 1–232.  
 (E) Top: KMT assay performed with PRC2-Ezh2 as enzyme and Jarid2 full-length (FL) and fragments WT or mutants K116A as substrates. (\*) indicates Jarid2 fragments. Bottom: quantification of FL Jarid2 methylation in percentage of Jarid2 WT (mean  $\pm$  SD, n = 3).  
 (F) Sequence conservation of the amino acids surrounding the methylated lysine across different species. See also Figure S1.

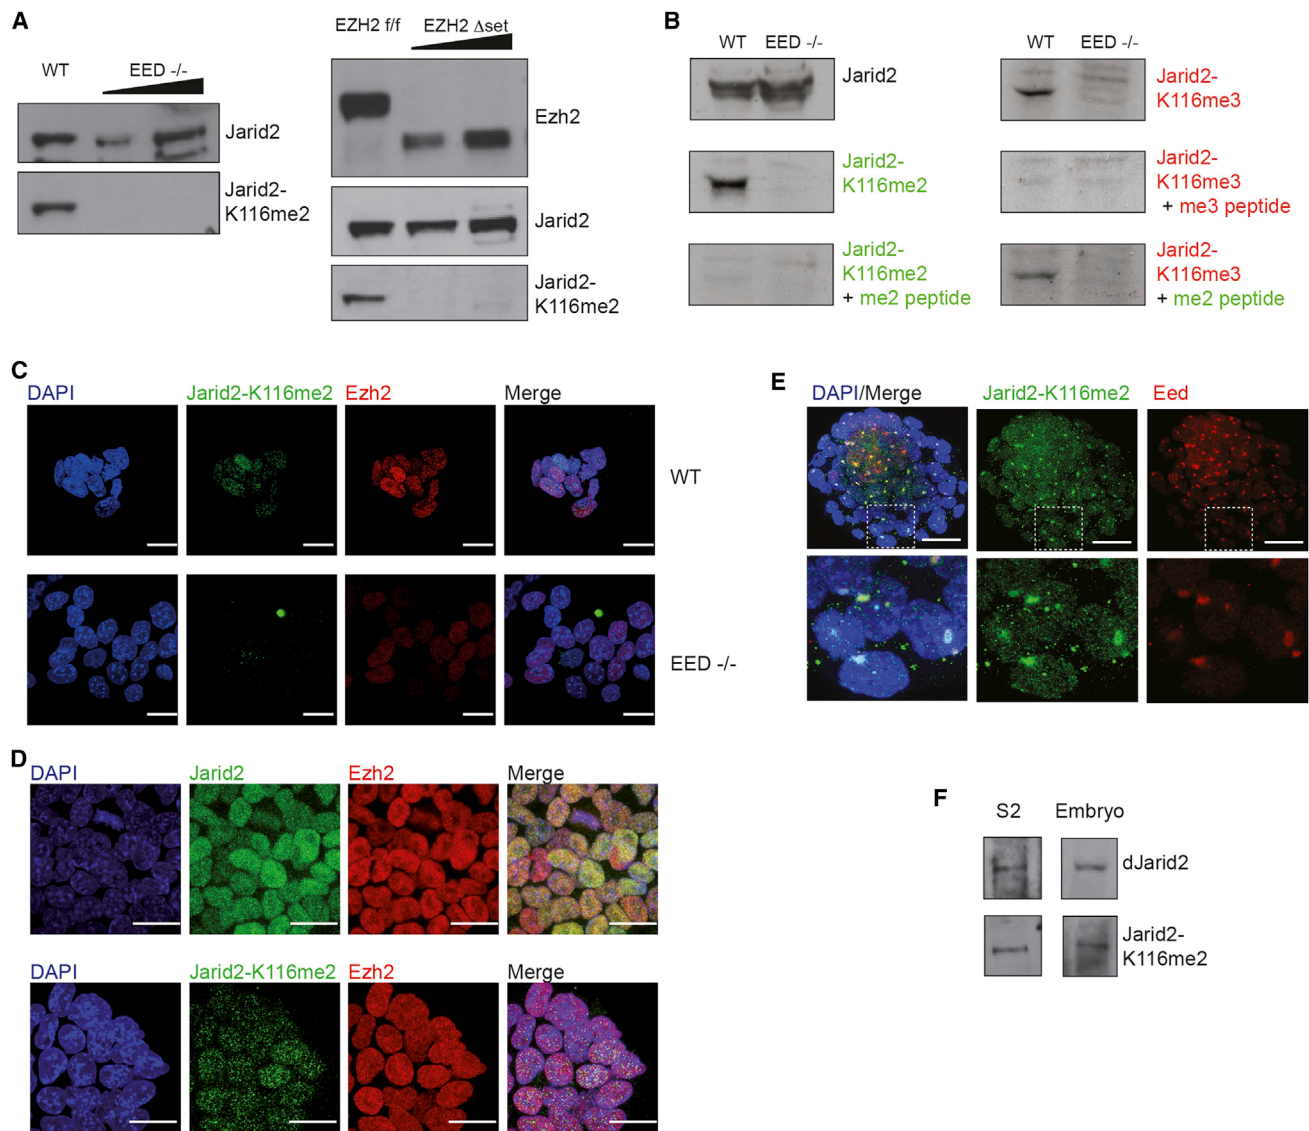

**Figure 2. Jarid2 Methylation Occurs In Vivo**

(A) Left: western blot (WB) anti-Jarid2 and Jarid2-K116me2 on nuclear extract of E14 or Eed-/- ESC. Right: same in Ezh2 fl/fl-Rosa26-Cre-ERT2 before and after Tamoxifen treatment. Titrations correspond to 1 $\times$  or 2 $\times$  the amount of protein in controls.

(B) WB and peptides competition experiment in ESC WT or EED-/- . Nuclear extracts are probed with the indicated antibodies alone or in presence of the indicated peptides in 10-fold over antibody molar excess.

(C) IF of Jarid2-K116me2 and Ezh2 on E14 and EED-/- ESC.

(D) IF of Jarid2 or Jarid2-K116me2 and Ezh2 on E14 ESC.

(E) IF in late mouse blastocyst for Eed and Jarid2-K116me2. Bottom panel is zoom-in of the top panel. Nuclei are stained with DAPI in all IF.

(F) WB on whole extract of *Drosophila* S2 cell line and embryos probed with the indicated antibodies. See also Figure S2.

with Jarid2-K116 me2 and me3 peptides and showed that the signal for Jarid2 tri-methylation was competed out by the Jarid2-K116me3 peptide but not by Jarid2-K116me2 peptide (Figure 2B).

After confirming that Jarid2-K116me2 signal is lost in Eed-/- ESC (Figure 2C), we compared the localization of the total and methylated form of Jarid2 by immunofluorescence (IF). We observed a broad nuclear staining for the total Jarid2, similar to the signal observed for Ezh2 (Figure 2D). In contrast, Jarid2-

K116me2 shows a more punctuated signal, which overall does not overlap with DAPI-rich regions.

We have recently reported that Jarid2 is recruited during imprinted X chromosome inactivation in the pre-implantation female embryo and acts as bridge between PRC2 and Xist (da Rocha et al., 2014). We could also observe a robust signal for Jarid2-K116me2 by IF at the blastocyst stage, which was dramatically reduced in blastocysts expected to have undergone maternal loss of Ezh2 (Figure S2D). We then analyzed

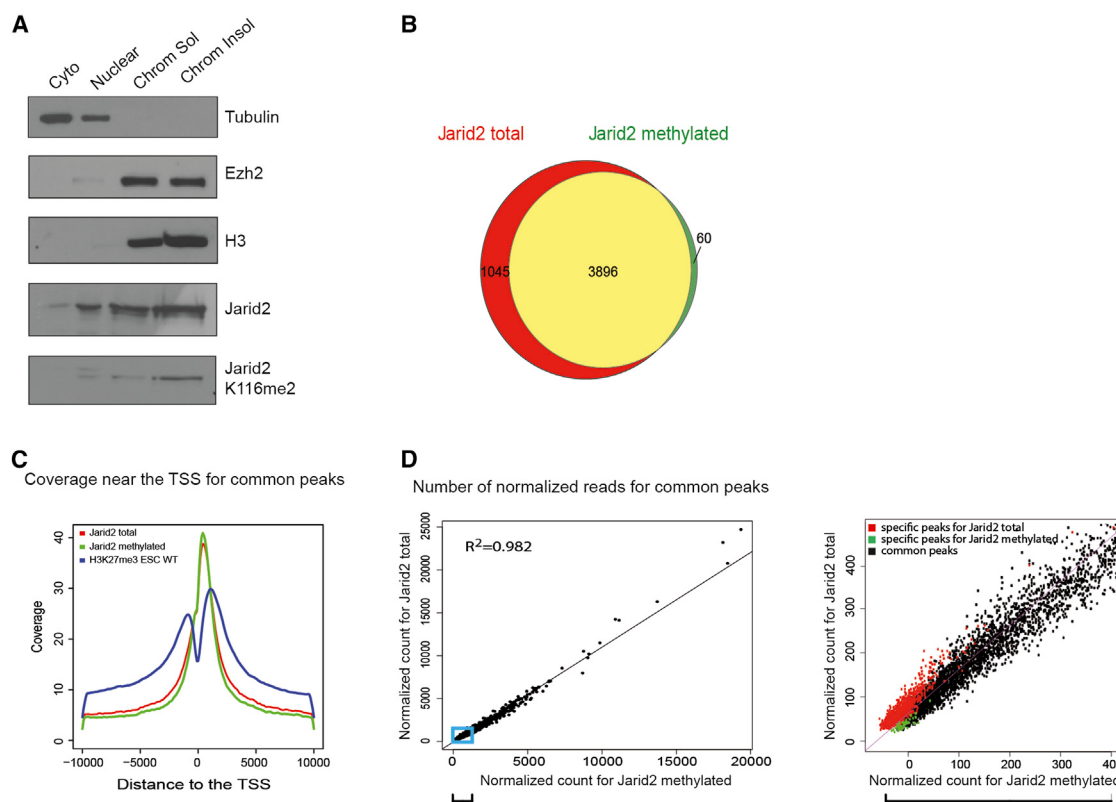

**Figure 3. Jarid2 and Its Methylated Form Colocalize Almost Perfectly at Chromatin**

(A) Cellular fractionation of E14 ESC. Fractions are indicated on top and specific antibodies on the right.

(B) Venn diagram showing the overlap (yellow) between peaks enriched for Jarid2 total and Jarid2-K116me2 or peaks specific for Jarid2 (red) or its methylated form (green) in E14 ESC.

(C) Jarid2, Jarid2-K116me2, and H3K27me3 enrichments relative to TSS for common peaks.

(D) Left: normalized read counts for Jarid2 versus Jarid2-K116me2 ChIP-seq at common target peaks.  $R^2$  = correlation coefficient. Right: zoom-in of the blue square area of left panel showing additionally read counts Jarid2 specific (red) and Jarid2-K116me2 specific (green). See also Figure S3.

late female blastocyst and observed that Jarid2-K116me2 clearly co-localizes with the characteristic Eed cloud marking the inactive X chromosome (Figure 2E).

Consistent with our *in vitro* data suggesting that Jarid2 could also be methylated in other species, we could detect methylated dJarid2 by western blot on protein extracts from *Drosophila* S2 cells and embryos (Figure 2F). Moreover, polytene chromosome staining revealed that the methylated dJarid2 associates to chromatin and that it only partially co-localizes with the Polycomb protein Ph, in agreement with a previous report studying dJarid2 (Herz et al., 2012) (Figure S2E).

We conclude that Jarid2 is di- and tri-methylated by PRC2 at K116 in mammalian cells and that this post-translational modification occurs *in vivo* in particular during early mouse development. Finally, Jarid2 methylation is conserved through evolution as it also occurs in *Drosophila*.

#### Jarid2-K116me2 Occupancy Co-Localizes with Total Jarid2 at Chromatin

The IF experiments prompted us to study in more details the distribution of Jarid2-K116me2 at chromatin. We first analyzed the subcellular distribution of Jarid2-K116me2 by performing cell

fractionation experiments followed by western blots. Both total Jarid2 and Jarid2-K116me2 are preferentially enriched in the insoluble chromatin fraction, although they are also detected in the other nuclear fractions (Figure 3A).

We then performed ChIP-sequencing (ChIP-seq) experiments in E14 ESC to compare the localization of Jarid2 and of its methylated form. A similar number of reads were generated for both antibodies with more than 95% of reads mapping to the mouse genome (Figure S3A). As expected, almost all regions significantly enriched for Jarid2-K116me2 were also enriched for total Jarid2 (Figure 3B). Conversely, about 80% of the regions significantly enriched for total Jarid2 were enriched for its methylated form (Figure 3B). Jarid2 and Jarid2-K116me2 display the same narrow distribution around the transcription start sites (TSSs) of PRC2 target genes (Figure 3C), which contrast with the more widespread distribution of H3K27me3. Of note, the enrichments for Jarid2 and Jarid2-K116me2 correlate very well (Pearson correlation,  $R^2 > 0.98$ , Figure 3D, left) and the peaks apparently specific either for total Jarid2 or for its methylated form are all characterized by a low number of reads for Jarid2 and H3K27me3 (Figures 3D, S3B, and S3C). Thus, rather than being specific to the methylated or total Jarid2, these specific peaks

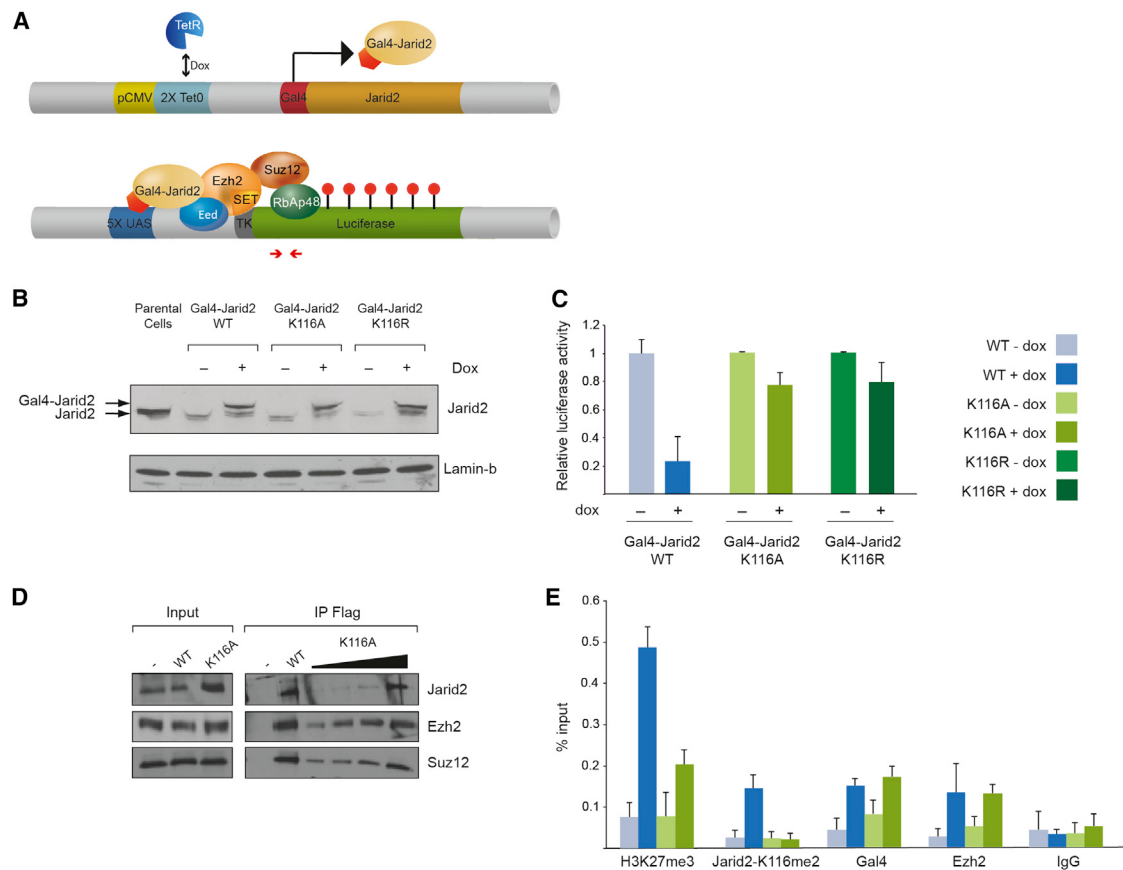

**Figure 4. Jarid2 Methylation Is Required for Efficient H3K27me3 Deposition**

(A) Schematic representation of the inducible tethering system. The Luciferase reporter is downstream of a minimal TK promoter controlled by a 5x UAS sequence. Red arrows indicate the primers used for qPCR.

(B) WB probing Jarid2 and lamin on nuclear extracts of T-rex 293 cells stably integrating the Gal4-Jarid2 (WT, K116A, and K116R) vectors and knocked down for Jarid2 through shRNA, prior and after 48 hr of doxycycline (dox) induction.

(C) Relative luciferase activity in response to dox in the cell lines indicated on the x axis. Values represent the Relative Luciferase Activity normalized to the amount of protein (mean  $\pm$  SD,  $n = 3$ ).

(D) Co-Immunoprecipitation (Co-IP) anti-Flag starting from nuclear extracts of HEK293 cell line control or overexpressing Flag-Jarid2 WT or K116A, followed by WB with the antibodies indicated on the right.

(E) ChIP performed on T-rex 293 Gal4-Jarid2 WT and K116A cell lines. Antibodies used for ChIP are indicated on the x axis. y axis represents percent of input (mean  $\pm$  SD,  $n \geq 3$ ). See also Figure S4.

most likely result from the variability in sequencing depth and background estimation between the two samples.

In conclusion, the methylated form of Jarid2 localizes at chromatin of PRC2 target genes in ESC with a distribution that overlaps nearly perfectly with total Jarid2.

#### Jarid2 Methylation Is Required for Efficient H3K27me3 Deposition

How the deposited data were processed for this re-analysis (not part of the article)

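ChIP-seq peaks of total Jarid2 and of Jarid2-K116me2 in E14 ESC were analysed, from 1 sample per antibody. The authors sequenced the 2 ChIP samples and an input as single reads of 100 bp, mapped them to mm9 with Bowtie2 (1 mismatch allowed in the seed of 22 bp, a single location reported for reads that fit several), removed PCR duplicates with PicardTools, called peaks with MACS at default parameters against the input, and kept the peaks passing an FDR of 0.15%. The deposited files list these peaks with their position and their score, as the authors' peak caller wrote it: the log10 of the p-value of the peak multiplied by minus 10. The scores are not normalized for depth and pile up at 3100. The authors called the peaks of each sample separately and pooled no samples. Read numbers per sample are those the paper reports in Figure S3A, 37269772 for Jarid2 and 33330697 for Jarid2-K116me2 after duplicate removal. The number of reads in each peak was not in the files, so the precision of a single score could not be computed.

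The series has 16 samples, of which the 2 ChIP samples with peak lists were analysed. The inputs and the H3K27me3 ChIP-seq samples were mapped to their conditions but had no values in the files analysed here, and no value is given for them.

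From the peak lists, overlaps were computed with a minimum of 1 bp, and overlapping peaks of both lists were merged into regions. The mm9 coordinates of the peaks were compared with the reference of the same build (NCBIM37), whose chromosome names and lengths fit the peaks. The distance of each peak midpoint to the nearest TSS was taken over all transcripts of the GENCODE annotation. The midpoint stood for the summit and the score for the enrichment, since the files gave no summits, read numbers or fold enrichments. Shares are given with 95% Wilson intervals and compared by Fisher's exact test, with p-values under 1e-300 written as 1e-300. Chance was estimated by moving the peaks by 1 Mb along the chromosome, which does not keep their distance to TSSs. Differences of log2 scores and log2 widths, and correlations across regions, were tested by permutation over peaks with 100000 resamples, for which the smallest p is 1e-05. Peaks within 1 sample are not replicates, and no test here measures the variation between ChIP experiments.

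The regions named in the text were fixed by a rule: the 3 common regions with the highest score for Jarid2, the 3 Jarid2-specific and the 3 Jarid2-K116me2-specific peaks with the highest score in their own sample, and the peaks within 5 kb of the genes shown in Figure S3B. Copies of a sequence in the reference were searched with minimap2 2.31 on stretches of 1 kb. A copy had an identity of at least 90% over at least 90% of the stretch. The functions for overlaps, merging and distances were tested on simulated peak lists with 1500 common peaks, 400 peaks only in the first list and 50 only in the second, and returned all 7 simulated counts. The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The alternatives tried were other definitions of overlap, a stricter choice of peaks by score, equal numbers of peaks, another scale for the correlation, and other distances to the TSS. Fold enrichments, reads per kb and an FDR of each peak were not in the files, so the alternatives that need them were not run.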

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

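An interval on chromosome 6 (mm9, 114442751 to 114588038), between Hrh1 and Atg7 and without a protein-coding gene, held 67 Jarid2 peaks, the densest cluster in the list. It was flagged because the paper does not report on these peaks, which passed its FDR filter. Of the 67 peaks, 46 were specific for Jarid2, which is 4.4% of the 1045 Jarid2-specific peaks. The interval also held 22 Jarid2-K116me2 peaks, 1 of them specific. The median score was 142.1 for Jarid2 and 113.0 for Jarid2-K116me2. Chromosome 6 as a whole had 30.4% Jarid2-specific peaks. Without the interval, it had 20.8%, near the 20.3% of the other chromosomes (Fisher's exact test, p = 0.81).

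The sequence of the interval offers a candidate technical explanation. All 145 stretches of 1 kb (100%) had a copy outside the interval, all of them on unplaced sequence of the reference, and 98.6% had a copy within it. Of the 100 bp stretches, the length of the reads, 78.4% occurred more than once in the interval, against at most 0.41% in flanks of the same length. The flanks also had copies elsewhere for part of their length (23.4% and 53.1% of the stretches) but held only 1 Jarid2 peak, so copies outside the interval do not suffice to explain the peaks. Reads that fit several places of a repeat array, of which the authors' mapping reported a single location, may have contributed to the 67 peaks. Why Jarid2 had more peaks there than Jarid2-K116me2 was not tested. The prediction on the 100 bp stretches was written after its result had been seen. Those on copies outside and within the interval were written before the alignment.

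Other explanations were not settled. A difference in DNA content between ChIP and input would be expected to cover the interval in both samples. Jarid2 peaks covered 64.8% of it and Jarid2-K116me2 peaks 12.8%, so this test does not settle it, and the input reads it needs were not in the files analysed here. Its prediction was written after the positions of the peaks had been seen. A CpG-rich target domain of PRC2 would be expected to have the CpG ratio (observed to expected) of common peaks. The median ratio of the 67 peaks was 0.373, between the 0.586 of the other common Jarid2 peaks and the 0.171 of the same peaks shifted by 1 Mb. This prediction was written before the ratios were computed, but how near a ratio had to be to either was set after they had been seen. The peaks of this interval cannot be told apart from an effect of repeated sequence. Leaving the interval out changed the share of common Jarid2 peaks from 79.1% to 79.7%.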

How the results depend on the processing

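The alternatives were set before the processed files arrived, except the use of the same lowest score in both samples, the merging of peaks into regions, the omission of the chromosome 6 cluster or of regions at the score ceiling, and the restriction to protein-coding transcripts, which were chosen after seeing the data. Of the 45 values obtained for the 12 main results under an alternative, 22 did not change and 23 moved. None reversed.

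The correlation of the scores held under every alternative run on it. R2 was nevertheless 0.908 on the log2 scale and 0.871 without the regions at the score ceiling, against 0.939. The distance between midpoints was recomputed only in the stronger 50% of each list. Its median was 156 bp there, against 160 bp. The higher scores of common than of specific peaks held when the overlap had to span 50% of the shorter peak, with log2 differences of 2.82 for Jarid2 and 2.61 for Jarid2-K116me2. The stronger 50% of each list does not test this result. Of the 437 Jarid2 peaks without a partner there, 436 were common in the full lists and had lost their partner to the cut, as had all 35 such Jarid2-K116me2 peaks. The log2 differences of 1.50 (against 2.80) and 0.43 (against 2.60) obtained there therefore describe other peaks than the specific ones.

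The share of Jarid2 peaks overlapping a Jarid2-K116me2 peak was 79.1% in the main setting. It was 70.8% with an overlap of at least 50% of each peak and 71.8% with midpoints within 500 bp. It was 82.5% in the stronger 50% of each list, 85.8% with equal numbers of peaks, 86.2% with the same lowest score and 99.96% for the stronger 50% of the Jarid2 peaks against all Jarid2-K116me2 peaks. The corresponding share of Jarid2-K116me2 peaks, 98.7%, became 78.5% with an overlap of 50% of each peak and 80.0% with midpoints within 500 bp. It became 97.1% with equal numbers of peaks, 96.9% with the same lowest score and 100% for the stronger 50% of the Jarid2-K116me2 peaks. The first 2 alternatives penalize wide Jarid2 peaks that cover several Jarid2-K116me2 peaks. The others cut weak peaks, which removes specific peaks but also partners of common ones. With equal numbers of peaks, 405 Jarid2-specific peaks were removed, while 70 Jarid2-K116me2 peaks lost their Jarid2 partner. With the same lowest score, these numbers were 428 and 78. In the stronger 50% of each list, 1044 of the Jarid2-specific peaks were removed and 436 common Jarid2 peaks lost their partner.

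The number of peaks in the stronger 50%, 2496 and 2251, follows from the definition. Median widths rose to 2980.5 bp for Jarid2 and 2650 bp for Jarid2-K116me2 in the stronger 50%, and to 2253 bp for common Jarid2 peaks, as strong peaks are wider. The share of Jarid2 peaks near a TSS, 63.4%, was 80.9% within 5 kb, 85.8% within 10 kb, 68.0% for common peaks and 58.1% with protein-coding transcripts only. For Jarid2-K116me2, 65.9% became 83.0% within 5 kb, 88.3% within 10 kb, 65.8% for common peaks and 60.2% with protein-coding transcripts only. Among common peaks the share was thus higher for Jarid2, the reverse of the order over all peaks. For the numbers of merged regions, 7 of 9 values moved.

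A stricter FDR, fold enrichment and reads per kb were planned but not run, as the files do not give them. All listed peaks, scores and midpoints are the main setting itself. Chromosomes 1 to 19, X and Y hold every listed peak, so that restriction is without effect. The replicate block was not run because each antibody has 1 sample with a file. With 1 sample per antibody, the share of specific peaks that a repeated ChIP-seq with the same antibody would give is unknown, which limits every comparison between the antibodies.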

Differences from the paper's values

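The paper gives an R2 above 0.98 for the enrichments of common peaks, computed on normalized read numbers. On the MACS scores of the 3896 common regions it was 0.939. It was 0.908 on the log2 scale, 0.940 without the 1% of common regions with the highest score, and 0.872 in the stronger 50% of each list. None of the alternatives set before the files arrived reached the paper's value. Neither did the omission of regions at the score ceiling, chosen after seeing the values, which gave 0.871.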

Other observations

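Explanations for the 1045 Jarid2-specific peaks were tested one by one. The predictions on random background and on peak numbers were written before the results. Those on read depth, on the score cutoff and on copies of the sequence were written after the scores of the specific peaks, or the repeats in the chromosome 6 cluster, had been seen, which largely fixed what they would show. Background peaks at random places would have a TSS within 1 kb as often as shifted peaks. They had one for 45.9% of the peaks, against 6.70% after a shift by 1 Mb (Fisher's exact test, p = 4.1e-100), so random background is unlikely to account for most of them. Background that itself favours TSSs was not tested, as the input was not in the files analysed here. The share was lower than the 68.0% of common Jarid2 peaks (Fisher's exact test, p = 1.6e-38). Read depth was tested by a proportional scaling of the scores. Without scaling, 428 of the Jarid2-specific peaks (41.0%) were already under the lowest Jarid2-K116me2 score and 617 passed it. After the Jarid2 scores had been scaled to the reads of the Jarid2-K116me2 sample, 532 (50.9%) still passed it, barely above the 50% set in the prediction. Most of the peaks under that score were thus there before any scaling for depth. With the same lowest score in both samples, 86.2% of the Jarid2 peaks overlapped a Jarid2-K116me2 peak, a value between those predicted with and without an effect of the score cutoff. The listed peaks do not give the Jarid2-K116me2 signal at Jarid2-specific peaks. Neither test can therefore decide whether depth or the score cutoff kept these peaks from the Jarid2-K116me2 list. Copies of the sequence elsewhere were found for 7.18% of the Jarid2-specific regions and 4.67% of the common regions (Fisher's exact test, p = 0.0017). Without the chromosome 6 cluster, the shares were 2.90% and 4.15% (p = 0.081 by Fisher's exact test), so the difference rested on that cluster. Of the 60 regions with only Jarid2-K116me2 peaks, 13.3% had a copy (Wilson interval 6.91% to 24.2%), and 11.9% without that cluster. These shares were not tested.

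The numbers that MACS gave to the peaks offer a further test, since a number absent from the list may mark a peak that was called and then removed by the FDR filter. Numbers were skipped in 692 of the 4482 stretches between neighbouring Jarid2-K116me2 peaks. These stretches held 541 of the 1045 Jarid2-specific peaks (51.8%). After 1000 random shifts of the Jarid2-specific peaks, the median was 22.0% and the highest value 31.6% (permutation p = 0.001, the smallest that 1000 shifts give). The length of the stretches did not account for this. When the skipped numbers were permuted among stretches of similar length, the median was 18.3% and the highest value 22.1% (permutation p = 0.001). A candidate explanation is that many Jarid2-specific peaks were also called with the Jarid2-K116me2 antibody and lost in the filter. The position of the removed peaks within each stretch is not known, and removed peaks and Jarid2-specific peaks could both cluster near genes, which was not tested. No biological explanation was tested.

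Chromosome 11 held 431 Jarid2 peaks, of which 129 (29.9%) were specific for Jarid2, against 20.1% on the other chromosomes. None of its 344 Jarid2-K116me2 peaks was specific. The excess is unlikely to be due to chance (Fisher's exact test adjusted by Benjamini-Hochberg over 20 chromosomes, p = 8.2e-05). It was spread along the chromosome, as no bin of 2 Mb held more than 8.53% of the 129 peaks. Gene density did not account for it, with 7.80 Jarid2-specific peaks per 100 protein-coding genes against at most 6.77 on the other autosomes, chromosome 6 left out. A higher DNA content of chromosome 11 in one of the ChIP samples would shift the scores of common regions. The median log2 ratio of the Jarid2-K116me2 to the Jarid2 score was -0.056 over 227 regions, within the range of -0.095 to 0.339 of the other chromosomes. Only chromosome 15 was lower, and the upper end was chromosome X alone. The score was higher for Jarid2-K116me2 in 44.1% of these regions, against 53.0% of all common regions below the ceiling. More DNA of chromosome 11 in the Jarid2 sample would give this direction. A small difference in DNA content is therefore not excluded. The prediction on chance was written after the counts had been seen, and the other predictions before their values. The input was not in the files analysed here, so an effect of the background on this chromosome could not be tested, and no biological explanation was tested.

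Some clusters and wide peaks lay on repeated sequence. On chromosome 4 (88400878 to 88453226), within the interferon gene cluster, 18 Jarid2 peaks and 37 Jarid2-K116me2 peaks lay in 52.3 kb, with median scores of 1128.5 and 383.2. Of the stretches of 1 kb, 96.2% had a copy in the reference, so these peaks may also come from reads that fit several places. The prediction was written before the alignment. No biological explanation was tested. Among the 31 merged regions of 20 kb or more, 4 (12.9%) had a copy of their central 1 kb, against 4.61% of the shorter common regions, a difference that did not pass Fisher's exact test (p = 0.054). This prediction was written after the widest regions had been seen. These 4 included a region of 63.3 kb on chromosome 8 (126061027 to 126124345) with 33 annotated 5S rRNA genes, and the next one (126124362 to 126148675) with 8 such genes. Those without such a copy included the Hox clusters on chromosomes 2, 6, 11 and 15.

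The 39 common regions (1%) with the lowest ratio of Jarid2-K116me2 to Jarid2 score had a score 3.03 to 8.04 times higher for Jarid2. The largest ratio was on chromosome 2 (116373515 to 116377815), with scores of 1511.5 for Jarid2 and 187.9 for Jarid2-K116me2. These regions had a lower CpG ratio (observed to expected) than the other common regions, with medians of 0.412 and 0.588 (permutation test over regions, p = 1e-05, the smallest that 100000 resamples give). Copies of the sequence did not account for them, as 5.13% had one (2 of 39), against 1 of 39 random common regions (Fisher's exact test, p = 1). A lower share of methylated Jarid2 at regions poor in CpG is a hypothesis that may be worth a test. It was found and tested on the same data, a CpG or GC bias of either library could give the same pattern, and the reads needed to test that were not in the files analysed here.

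In 91.9% of the 3508 pairs in which 1 peak overlapped 1 peak of the other antibody, the Jarid2 peak was the wider one, with a median ratio of 1.22. In common regions with scores below the ceiling in both samples, the score was higher for Jarid2-K116me2 in 53.0% of 2992 regions.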
